# Adaptation to chronic ER stress enforces pancreatic β-cell plasticity

**DOI:** 10.1038/s41467-022-32425-7

**Published:** 2022-08-08

**Authors:** Chien-Wen Chen, Bo-Jhih Guan, Mohammed R. Alzahrani, Zhaofeng Gao, Long Gao, Syrena Bracey, Jing Wu, Cheikh A. Mbow, Raul Jobava, Leena Haataja, Ajay H. Zalavadia, Ashleigh E. Schaffer, Hugo Lee, Thomas LaFramboise, Ilya Bederman, Peter Arvan, Clayton E. Mathews, Ivan C. Gerling, Klaus H. Kaestner, Boaz Tirosh, Feyza Engin, Maria Hatzoglou

**Keywords:** Stress signalling, Diabetes

## Abstract

Pancreatic β-cells are prone to endoplasmic reticulum (ER) stress due to their role in insulin secretion. They require sustainable and efficient adaptive stress responses to cope with this stress. Whether episodes of chronic stress directly compromise β-cell identity is unknown. We show here under reversible, chronic stress conditions β-cells undergo transcriptional and translational reprogramming associated with impaired expression of regulators of β-cell function and identity. Upon recovery from stress, β-cells regain their identity and function, indicating a high degree of adaptive plasticity. Remarkably, while β-cells show resilience to episodic ER stress, when episodes exceed a threshold, β-cell identity is gradually lost. Single cell RNA-sequencing analysis of islets from type 1 diabetes patients indicates severe deregulation of the chronic stress-adaptation program and reveals novel biomarkers of diabetes progression. Our results suggest β-cell adaptive exhaustion contributes to diabetes pathogenesis.

## Abstract (web summary)

Pancreatic β-cells are naturally prone to ER stress due to their role in insulin production and secretion. Here, the authors show that chronic ER stress adaptive exhaustion results in an irreversible loss of β-cell function leading to T1D pathogenesis

## Introduction

Pancreatic β-cells have an active secretory pathway, and may reach a production rate as high as 1 million molecules of preproinsulin per minute under stimulated conditions^1^. Therefore, tolerance to ER stress is an integral component of the normal physiology of β-cells^2^. In addition to physiological stress, several pathological conditions can elicit severe ER stress in β-cells, including reactive oxygen species, toxins, viral infections, and inflammation^3^. These conditions trigger the unfolded protein response (UPR), which is mediated by the coordinated actions of ER membrane-localized inositol-requiring protein 1 alpha (IRE1α), activating transcription factor 6 (ATF6) and the eIF2α PKR-like endoplasmic reticulum kinase (PERK)^4^. Under acute ER stress, the adaptive UPR establishes a return to cellular homeostasis, while chronic and unresolvable stress can result in a maladaptive UPR that contributes to pathology, including diabetes^5,6^. However, there is a time frame during which β-cells induce adaptive mechanisms^7^.

While IRE1α activity has been implicated in the transition from adaptive to maladaptive UPR^8,9^, the impact of recovery from chronic stress on β-cell identity is not well-defined. Several lines of evidence implicate ER stress and maladaptive UPR in the pathogenesis of type 1 and type 2 diabetes (T1D and T2D)^9–18^. Indeed, mutations in genes that influence ER stress responses, including those encoding the major UPR elements PERK, eIF2α, CHOP, XBP1, IRE1α, and WSF1, frequently result in loss of β-cell function and/or death in experimental models and humans^3,19–21^. In this study, we investigated the molecular underpinnings of reversible chronic and episodic ER stress and their effects on β-cell adaptation.

The use of chemical stressors is critical to observe temporal changes during the progression from acute to chronic ER stress in cells^22^ and in vivo^23–26^. Genetic chronic ER stress models^27–29^ do not provide the necessary synchronized control over these transitions; however, numerous studies show that the biochemical principles of the ER stress response are shared between chemically-induced stress in vitro and in vivo^24–26^. Therefore, we used the reversible inhibitor of the sarcoendoplasmic reticulum pump Ca^2+^ ATPase (SERCA) pump, cyclopiazonic acid (CPA), to model resolvable chronic ER stress in the mouse insulinoma cell line, MIN6. This inhibitor induces ER stress that can be tuned in duration by washing out^22^. Using CPA, we showed that β-cells undergo a state change associated with adaptive reprogramming of their transcriptome and translatome that compromises β-cell identity. A comparative analysis of adaptive reprogramming between β-cells (MIN6) and mouse embryonic fibroblasts (MEFs) revealed an elaborate, β-cell-specific network of genes that exhibit stress-induced expression changes. Adaptation to chronic ER stress in β-cells included changes in expression of 334 genes, with a predominant downregulation of genes involved in Maturity Onset Diabetes of the Young (MODY), proinsulin expression, synthesis, processing, and secretion. MEFs did not show differential expression of these genes expressed during chronic ER stress^22^. In addition, β-cells induced expression of more than half of genes known to participate in ER protein processing (133) under chronic adaptation conditions. We define this subset of genes as the β-cell-specific ER adaptome. Upon relief from stress, β-cells were able to regain expression of mature identity markers, revealing the resilience of β-cells to near lethal ER stress. Remarkably, upon iterative cycles of ER stress, β-cells lost this plasticity. Laser capture-microdissected islets^30,31^ and single-cell RNA sequencing (scRNA-seq) data from T1D patients highlighted gene expression changes in β-cells of T1D patients, in agreement with chronic ER stress adaptive exhaustion and deregulation of the β-cell ER adaptome. We propose cycles of ER stress exhaust the β-cell’s adaptive plasticity and promote an irreversible loss of function that contributes to T1D pathogenesis. We call this novel mechanism the ‘β-cell exhaustive adaptive response (βEAR).

## Results

### Adaptation of MIN6 cells to chronic ER stress sustains insulin levels

MIN6 cells display β-cell-like insulin biosynthesis and secretion in response to glucose^32,33^. To test the effect of severe ER stress on MIN6 cell survival and on proinsulin synthesis, MIN6 cells were treated with CPA^34^, which disrupts Ca^2+^ homeostasis in the ER to induce the UPR^35^.　As in MEFs^22^, CPA treatment in MIN6 cells induced a time-dependent chronic ER stress response. The expression of hallmark proteins of the UPR, ATF4 and GADD34, showed a gradual increase (Fig. 1a), consistent with protein synthesis recovery^36^. Similar to MEFs^22^, MIN6 cells showed inhibition of protein synthesis followed by partial recovery (Fig. 1b) without recovery of eIF2B activity (Fig. 1c).

**Fig. 1:**
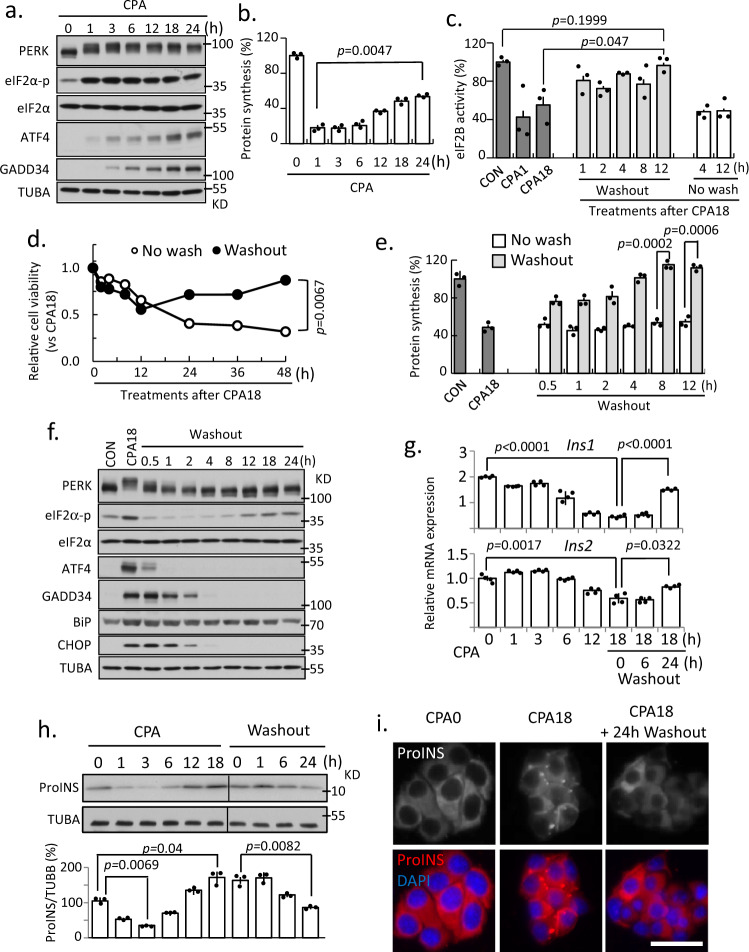
MIN6 cells can simultaneously survive chronic ER stress and alter proinsulin proteostasis. Western blot analysis (**a**), protein synthesis, *n* = 3 (**b**), and eIF2B GEF activity, *n* = 3 (**c**), measured in MIN6 cells treated with CPA as indicated. Cell viability (**d**), protein synthesis, *n* = 3 (**e**), and Western blot analysis (**f**) measured in MIN6 cells for the indicated treatments. qRT-PCR analysis for *Ins1 and Ins2* mRNA levels normalized to *GAPDH, n* = 3 (**g**), and Western blot analysis for proinsulin, *n* = 3 (**h**), measured in MIN6 cells for the indicated treatments. **i** Fluorescence immunocytochemistry of proinsulin at 0 and 18 h of CPA treatment and 24 h of washout following CPA treatment. Scale bar represents 50 μm. Two independent experiments; The representative images were shown. Error bars represent S.E.M. *p*-value represents the statistical test by two-tailed paired Student’s *t*-test. Representative western blotting images were shown. Dots in all plots represent independent experiments. Source data are provided as a Source Data file.

The resumption of growth following recovery from 18 h of stress confirmed an adaptive stress response at that time point (Fig. 1d). The ability of MIN6 cells to recover from chronic stress was also accompanied by protein synthesis recovery (Fig. 1e) and restoration of eIF2B activity (Fig. 1c). Similarly, relief from ER stress inactivated stress-response signaling and stress-induced gene expression (Fig. 1f), suggesting a return to homeostasis^22,37^. We conclude MIN6 cells and MEFs have the same core mechanisms of regulating global protein synthesis during adaptation to chronic ER stress^22^.

In MEFs, we have shown adaptive translational reprogramming involves a switch from eIF4E-dependent to eIF4E-independent, eIF3-dependent mRNA translation^22^. Because the most efficient mechanism of mRNA translation initiation utilizes eIF4F, we proposed this switch allows inefficient translation of all mRNAs, specifically ER-associated mRNAs. However, we also found a subset of mRNAs encoding stress-induced and ER-synthesized proteins are translated during adaptive chronic ER stress^22^. Consistent with MEFs, we found accumulation of stress-induced proteins in MIN6 cells exposed to CPA was similar in control and eIF4E-depleted cells (Supplementary Fig. 1a), supporting eIF4E-independent reprogramming of β-cells during chronic ER stress.

We next determined the regulation of proinsulin gene (*Ins1* and *Ins2*) expression during the transition from acute to chronic ER stress. Levels of *Ins1* and *Ins2* mRNAs decreased in MIN6 cells during chronic stress, suggesting an adaptive response. This decrease was gradually reversed during recovery from stress (Fig. 1g), supporting the regulation of proinsulin gene expression as part of the adaptive response. We also examined the levels of mature insulin and proinsulin, but neither the insulin monomer nor native insulin hexamer levels were altered during ER stress and recovery (Supplementary Fig. 1b). In contrast to the decreased levels of *Ins2* mRNA, during adaptive chronic ER stress, proinsulin protein levels decreased dramatically early in the stress response, presumably due to eIF2α-p-dependent inhibition of proinsulin mRNA translation^38^. Subsequently, proinsulin protein levels returned to normal at ≥12 h, despite decreased transcript levels during the chronic adaptive stress period (Fig. 1h). To demonstrate the regulation of proinsulin synthesis during progression of β-cells from acute to chronic ER stress, we showed that proinsulin synthesis was repressed at 1 h and de-repressed at 18 h of CPA treatment (Supplementary Fig. 1c). Further, we demonstrated the efficiency of translation of proinsulin mRNA also decreased at 1 h and was recovered at 18 h of CPA treatment (Supplementary Fig. 1d). Finally, in order to determine if proinsulin processing in chronic ER stress is similar to that in control cells, we examined the subcellular localization of proinsulin during adaptive chronic ER stress and subsequent recovery. Interestingly, intracellular and cell periphery-localized proinsulin puncta were observed during stress, but not during recovery (Fig. 1i). The sequestration of proinsulin during adaptive chronic ER stress into intracellular structures suggests proinsulin processing may be inhibited^39,40^. Taken together, our results show MIN6 cells reprogram translation during chronic ER stress with reversible inhibition of protein synthesis and proinsulin mRNA levels.

### CPA alters intracellular localization of proinsulin

Due to the essential role of ER-Golgi transport in insulin maturation, we examined proinsulin localization in MIN6 cells following CPA treatment. In CPA-treated cells, proinsulin was associated with the ER, shown by the colocalization of proinsulin and P4HB, an ER-resident molecular chaperone. CPA treatment (6 h) induced punctate staining of proinsulin in most cells. While the majority of proinsulin still colocalized with P4HB, the fraction of proinsulin in puncta did not stain positive for P4HB (Fig. 2a, b), suggesting enrichment of proinsulin in granule-like structures outside the ER near the cell periphery. After 18 h treatment, more than a third of cells had significant proinsulin staining in these peripheral granule-like structures, suggesting proinsulin largely migrated from the ER and became stable in these structures, likely due to decreased processing. We further tested this hypothesis by comparing the degradation of proinsulin in non-stressed MIN6 cells and cells exposed to chronic ER stress via treatment with the protein synthesis inhibitor cycloheximide (CHX). Proinsulin in control cells is very unstable;^41^ in contrast, we found proinsulin was very stable during chronic ER stress (Supplementary Fig. 1e). Furthermore, proinsulin degradation was insensitive to proteasome inhibition. Finally, functional recovery of CPA-treated MIN6 cells following CPA washout indicated partial recovery of the CPA-inhibited glucose-stimulated insulin secretion (GSIS) (Supplementary Fig. 1f). Taken together, we posit the resilience of β-cells to chronic ER stress includes positive and negative mechanisms of regulation of proinsulin gene expression.

**Fig. 2:**
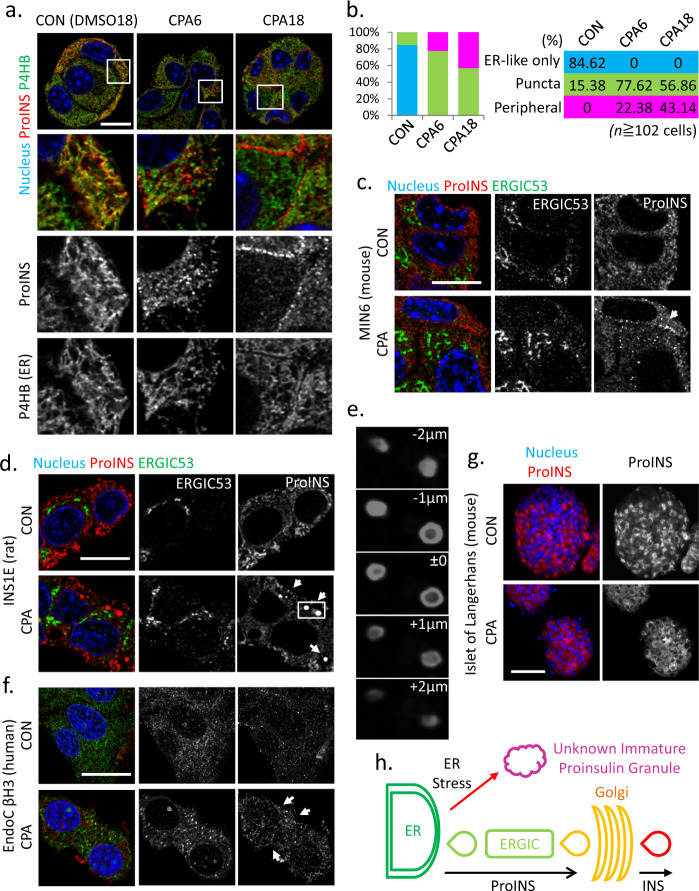
Accumulation of cytoplasmic proinsulin granules in β-cells during chronic ER stress is conserved in rat and human species. Fluorescence immunocytochemistry of MIN6 (**a**), INS1E (**d**), mouse islets (**g**) and EndoC βH3 (**f**), cells treated with CPA for 6 h and 18 h (MIN6), 6 h (INS1E) 18 h (mouse islets) and 72 h (EndoC βH3) for the indicated (color-coded) proteins. Boxes indicated the enlarged regions of images below each panel. **b** Quantitative analysis of the proinsulin puncta subcellular localization in the indicated treatments of MIN6 cells. **c** Fluorescence immunocytochemistry of MIN6 cells for the indicated proteins and treatments. **e** Reconstruction of stacking images represented by the box in **d**. **h** Schematic representation of the non-canonical exit of proinsulin from the ER. *n*, indicates number if cells from 3 independent experiments. The % of cells for the indicated phenotype are given in 2b in colored boxes and columns. Scale bar, 10 μm (**a**), 20 μm (**c**, **d**, **f**), 50 μm (**g**).

Because plasma proinsulin is a risk factor for diabetes^42^, we also determined if proinsulin is secreted from MIN6 cells treated with CPA^43^ (Supplementary Fig. 2a, b). We show proinsulin is secreted during treatment with CPA (1 h and 18 h) and secretion decreases following washout of CPA from cells (after 18 h treatment). These data support ER stress-mediated accumulation of proinsulin in β-cells can lead to its secretion.

We next examined whether proinsulin colocalized with the ER-Golgi intermediate compartment (ERGIC), a transient intracellular structure between ER and Golgi^44^. We found no colocalization between proinsulin punctate staining and the ERGIC marker ERGIC53 in MIN6 cells in CPA-treated conditions (Fig. 2c). Next, we examined proinsulin and ERGIC53 in INS1E, a rat insulinoma cell line, and EndoC βH3, a human β-cell line. Large vesicle-like proinsulin-enriched structures appeared following 6 h of CPA treatment in INS1E cells (Fig. 2d, e). This early response of INS1E cells is consistent with the higher sensitivity of INS1E cells to ER stress. In human EndoC βH3 cells, CPA-induced punctate proinsulin immunostaining was observed near the cell periphery after 72 h of treatment and also did not colocalize with ERGIC53 (Fig. 2f). Similar proinsulin puncta at the cell periphery were observed in β-cells in mouse islets treated with CPA for 18 h (Fig. 2g). Collectively, our data suggest during ER stress adaptation, proinsulin maturation is impaired and proinsulin accumulates in structures outside the ER (Fig. 2h).

### MIN6 cells attenuate expression of genes associated with β-cell identity during chronic stress

The high demand for ER proteostasis in β-cells motivated us to examine β-cell-specific changes in gene expression in MIN6 cells during the progression from acute to chronic stress (Supplementary Fig. 3a, b). To this end, we analyzed effects of ER stress on genome-wide perturbations in transcriptomes and translatomes using total RNA sequencing (RNA-seq) and ribosome profiling. 

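MIN6 cells, a mouse insulinoma line, received DMSO for 18 h (control), or 200 µM CPA for 1 h (CPA1) or 18 h (CPA18). CPA blocks the pump that fills the ER with calcium. mRNA-seq and Ribo-seq libraries were made from each treatment in 3 independent experiments, which gave 18 libraries. For each library the authors deposited the reads they counted on each RefSeq transcript, with the same counts as RPM (scaled to the library total) and as RPKM (scaled to the total and the transcript length). The deposited RPKM differed from the value recomputed from the counts, the library total and the transcript length by at most 0.00111 on the log2 scale. Total counts per mRNA-seq library ranged from 520960 (control, experiment 1) to 4755030 (CPA18, experiment 2), with medians of 1644598 in control, 1640140 in CPA1 and 1798088 in CPA18. In Ribo-seq they ranged from 168129 (CPA18, experiment 1) to 1083297 (control, experiment 3), with medians of 929649, 470602 and 203108 in control, CPA1 and CPA18. Reads without molecular identifiers are not independent molecules, so confidence intervals on shares of reads cover counting error only. Differences between treatments were tested on the counts with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, with the library total as size and the experiment as a block. To check that equal experiment numbers pair the libraries, the correlation across genes between libraries was taken after the mean of each treatment was removed. Genes are not independent replicates, so these r values carry no p. Adjusted p-values without the block stand beside those with it. The mRNA-seq ratios of Supplementary Data 1 match the files without the control library of experiment 2. Of 1366 genes with 1 detected transcript, 100% have a CPA1 to control ratio in Supplementary Data 1 within 0.01 (log2) of the ratio to the mean of control experiments 1 and 3, and 4.61% are within 0.01 of the ratio to the mean of all 3. The paper's text does not name this choice. Values below use all 18 libraries unless experiments 1 and 3 are named.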

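The mouse genome carries 2 insulin genes. In GRCm38, Ins1 lies on chromosome 19 from 52264297 to 52265015 and Ins2 on chromosome 7 from 142678656 to 142679726. Reads on Ins1 and Ins2 together made up 6.60% (Wilson 95% confidence interval 6.53 to 6.67%) of the counted mRNA-seq reads in control experiment 1, 20.9% (Wilson 95% confidence interval 20.9 to 21.0%) in experiment 2 and 17.5% (Wilson 95% confidence interval 17.5 to 17.6%) in experiment 3, a mean of 15.0% ± 7.49 (SD, n = 3). The differences between experiments were far larger than the counting error. The share of mRNA-seq reads was 12.1% ± 5.57 in CPA1 and 3.81% ± 2.06 in CPA18 (SD, n = 3 each). In Ribo-seq it was 19.4% ± 1.59 in control, 18.5% ± 1.19 in CPA1 and 6.41% ± 0.892 in CPA18. The CPA18 share was below control in each experiment in both assays (two-sided exact permutation test, p = 0.1 in each assay, the smallest p that 3 libraries against 3 allow). As a share of the summed RPKM, which corrects for the short length of the insulin transcripts, the control mRNA-seq mean was 36.4% ± 10.0. The authors' counting could have divided reads between Ins1 and Ins2, whose transcripts are similar, so the sum is given.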

We analyzed the data for the *Ins2* gene for validation (about 50% of the mRNA in β-cells maps to *Ins* genes); while mRNA-seq reading frames in *Ins2* mRNA were unchanged, the distribution of ribosome footprints was enriched at reading frame 0 of the mRNA (Supplementary Fig. 3c), in agreement with ribosome footprints being at the ribosome P site^45,46^. Data quality was further confirmed by the selective enrichment of Ribo-seq reads on *Ins2* mRNA within the coding region, in contrast to the mRNA-seq reads distributed throughout the gene (Supplementary Fig 3d). We showed a high correlation among independent experiments for both transcriptome and translatome datasets (Supplementary Fig. 3e). 

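Within a treatment, the log2(RPKM + 0.5) values of the detected genes correlated between mRNA-seq experiments with Pearson's r from 0.888 to 0.988 (median 0.946 over 9 pairs of libraries) and with Spearman's rho from 0.862 to 0.988. For Ribo-seq, r ran from 0.926 to 0.970 (median 0.947) and rho from 0.898 to 0.961. These are correlations across genes, which are not independent replicates, so no p-value was computed. With a pseudocount of 1 in place of 0.5, the median r was 0.947 in mRNA-seq and 0.952 in Ribo-seq.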

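Supplementary Data 2 lists 48 UPR genes, all of which had reads in every library. In CPA18, 35 of them had a higher mRNA-seq RPM than control in all 3 experiments and 7 had fewer in all 3. By chance, 12.5% of genes would be higher in each. The median gene shifted upwards in CPA18 in experiments 2 and 3, so the comparison was also made relative to the median gene of each experiment. On that scale 31 of the UPR genes were higher in all 3 experiments, against 30.1% of all genes, and 9 were lower, against 29.7%. In Ribo-seq, 28 UPR genes were above the median gene in all 3 experiments, against 25.1% of all genes, and 7 below it, against 26.0%. After 1 h of CPA, the mRNA-seq numbers on this scale were 8 above and 7 below, against 14.3% and 12.8% of all genes.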

Finally, we confirmed UPR pathway genes were significantly upregulated in all independent experiments (Supplementary Fig. 3f), validated by qRT-PCR (Supplementary Fig. 3g) and Western blotting (Fig. 1a).

Next, we determined the regulation of the global transcriptome and translatome during acute and chronic ER stress. For the translatomes, we normalized ribosome footprints to mRNA-seq datasets and assigned the normalized values the term ‘ribosome occupancy’ (ribo^ocp^), as an indicator of the translation efficiency. We detected 10,163 transcripts encoding 6,938 genes in both transcriptome and translatome datasets. 

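The deposited tables list 30741 RefSeq transcripts. At least 1 read was counted in all 18 libraries on 10163 of them, in all 9 mRNA-seq libraries on 15623 and in all 9 Ribo-seq libraries on 10805. The 10163 transcripts belong to 6929 genes of the RefSeq annotation of GRCm38 (the 4 without a match count as genes of their own), with 2052 genes holding more than 1. Counts and RPKM were summed over these transcripts for each gene. The CPA18 Ribo-seq libraries of experiments 1 and 2 had the lowest totals of the 18, and 12212 transcripts had reads in all 3 CPA18 Ribo-seq libraries, against 18082 in control.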

A significant change in mRNA abundance was observed in chronic (CPA18), but not acutely (CPA1) stressed cells compared to control cells (Fig. 3a), suggesting that reprogramming of the transcriptome is associated with adaptive chronic stress. 

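In mRNA-seq, 65 of the 6929 genes differed between CPA1 and control at an adjusted p under 0.05 (35 up and 30 down), 2421 between CPA18 and control (1874 up and 547 down) and 2743 between CPA18 and CPA1 (2343 up and 400 down). Without the experiment as a block these counts were 0, 137 and 150, the largest drop of any alternative. In CPA1, 117 genes had an unadjusted p under 0.05 in that fit. Libraries of the same experiment deviated together from the treatment means (mean r of 0.540 across genes, from 0.104 to 0.737 over 9 pairs), and the fit with the block is the one reported. With control mRNA-seq from experiments 1 and 3 alone, 17, 1374 and 2506 genes passed. In CPA1 the direction of the changes moved with the alternative, from 17 up and 0 down with these controls and 21 up and 0 down with limma to 44 up and 119 down without a filter on low counts. The median gene rose in CPA18 by a log2 value of 0.38 relative to control. With each library centred on its median gene, 2160 genes passed, 960 up and 1200 down. Centring evens out increases and decreases, and with Ins1 and Ins2 left out of the library totals 1200 up and 726 down passed.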

We next assessed differences in ribo^ocp^ in MIN6 cells treated with CPA (Fig. 3b). 

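ribo ocp was computed in each experiment as the ratio of a gene's Ribo-seq RPKM to its mRNA-seq RPKM. The median log2 change of ribo ocp over the genes from control to CPA18 was 0.53, -0.089 and -0.23 in experiments 1, 2 and 3, a mean of 0.072 ± 0.40 (SD, n = 3). From control to CPA1 the median changes were 0.36, 0.40 and -0.23, and from CPA1 to CPA18 they were 0.17, -0.50 and 0.00098. These medians depended on the scaling. With Ins1, Ins2 and Lars2 left out of the library totals, the medians from control to CPA18 were 0.20, 0.00043 and 0.047. With Lars2 alone left out they were 0.29, -0.051 and -0.028, and those from CPA1 to CPA18 were 0.15, 0.12 and 0.069. Both scalings were chosen after the data were seen. With Ins1 and Ins2 left out, set before the data were examined, the medians from control to CPA18 were 0.38, -0.064 and -0.20. An exact sign-flip test over 3 experiments cannot give a two-sided p below 0.25, and none was computed. In mRNA-seq the medians from control to CPA18 were -0.055, 0.51 and 0.59, and in Ribo-seq 0.48, 0.41 and 0.31. A test of each gene for a Ribo-seq change that differed from its mRNA-seq change found 6 genes in CPA1 (6 up and 0 down), 33 in CPA18 (32 up and 1 down) and 5 between the CPA time points (4 up and 1 down) at an adjusted p under 0.05. In CPA1, 493 genes had an unadjusted p under 0.05. The direction in CPA1 moved with the scaling, to 6 up and 22 down with Lars2 left out of the library totals and 9 up and 20 down with DESeq2, both chosen after the data were seen. The gene down in CPA18 was Nr1d1, which was also the gene down between the time points, and the 4 up between the time points were Cdyl2, Gm20594, Lars2 and Tmem38b, named after their values were seen. The transcripts of Lars2, Tmem38b and Gm20594 share stretches of sequence with repeats or with ribosomal RNA. Without the experiment as a block the numbers of genes were 0, 3 (Cdyl2, Gm20594 and Kmt5c) and 0, with 177 genes in CPA1 and 95 between the CPA time points at an unadjusted p under 0.05. Across the assays, libraries of the same experiment correlated at a mean r of 0.150. In Ribo-seq alone, 462 genes differed in CPA1, 2205 in CPA18 and 1637 between CPA18 and CPA1, and without the block, for a mean r of 0.145 between libraries of the same experiment, 219, 1834 and 1333.

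**Figure D1:**
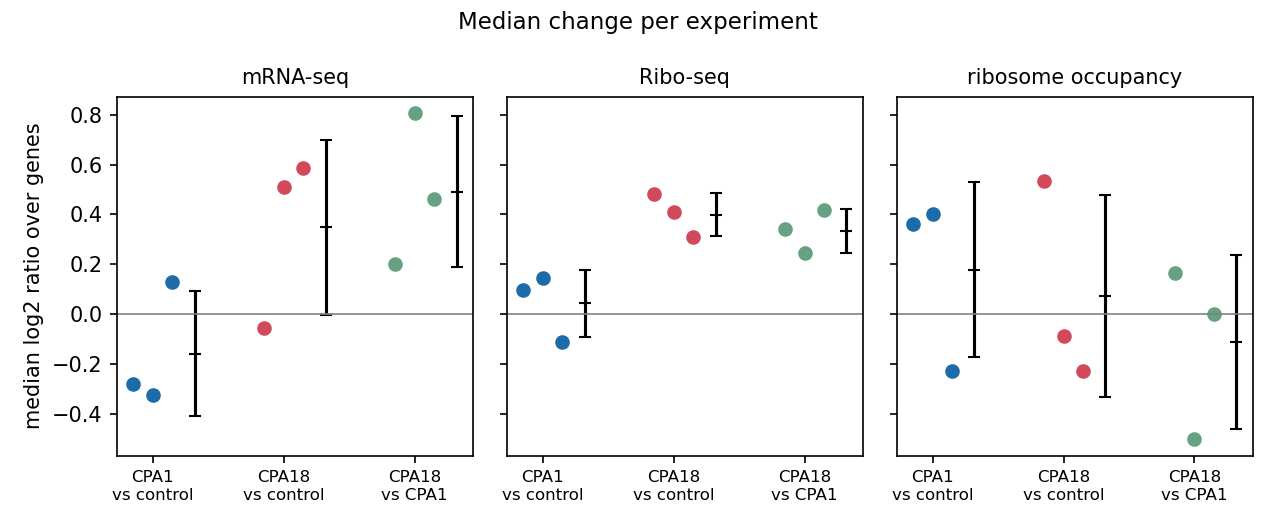
Median over the 6929 genes of the log2 ratio between treatments, for mRNA-seq, Ribo-seq and ribosome occupancy. Each point is 1 experiment (1, 2 and 3 from left to right), and the bar is the mean ± SD. The ribosome occupancy medians for CPA18 and control lie on both sides of 0.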

At CPA18, total ribo^ocp^ decreased compared to the untreated control, suggesting reprogramming of mRNA translation. We then classified the differentially regulated transcripts into six groups by trends of changes in mRNA abundance (Fig. 3c) and ribo^ocp^ (Fig. 3d) in response to CPA (Supplementary Data 1). Although a few mRNAs showed a transient increase or decrease in abundance in the acute response (G2 and G5), the predominant effect was observed in chronic stress, with 2036 genes being upregulated and 385 genes being downregulated compared to control cells (G3 and G6). 

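The groups were formed from the log2 ratios of mean RPKM, with the paper's 0.32 as the threshold for a change. RPKM was summed over the transcripts of a gene, while Supplementary Data 1 takes 1 transcript for each gene. A gene of G1 rose in both steps (control to CPA1 and CPA1 to CPA18), G2 rose and then fell, G4 fell in both, and G5 fell and then rose. Genes of G3 and G6 did not pass the threshold in the first step, and rose or fell in the second and from control to CPA18. With control mRNA-seq from experiments 1 and 3, G1 to G6 held 476, 206, 2429, 430, 1030 and 491 genes. With all 3 controls they held 309, 221, 2346, 354, 1220 and 558. 1909 genes were in G3 and 382 in G6 under both sets of controls. The rule was applied here to group means, without a test. When the same pattern was required in each of the 3 experiments, G3 held 133 genes and G6 22. With Ins1, Ins2 and Lars2 left out of the library totals, chosen after the data were seen, G3 held 1440 genes and G6 1160. Centring each library on its median gene, which evens out increases and decreases, gave 1200 and 1281.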

Translational control in the acute response was evident by 847 mRNAs being ribo^ocp^-up (G8) as compared to 246 mRNAs with continuous upregulation during progression of stress from acute to chronic (G7). 

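By the same rule applied to ribo ocp, taken as the ratio of mean Ribo-seq to mean mRNA-seq RPKM, 1222 genes rose in CPA1 and fell from CPA1 to CPA18 (G8), and 498 rose in both steps (G7), with control mRNA-seq from experiments 1 and 3. With all 3 controls, G8 held 1293 genes and G7 476. The pattern of G8 was met in each of the 3 experiments by 94 genes, and that of G7 by 11. G8 was larger than G7 under each scaling tried. With the library total taken without Ins1, Ins2 and Lars2, the gap was narrowest, at 603 against 557 genes.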

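Genes of G10 did not pass the threshold between control and CPA1, and their ribo ocp fell from CPA1 to CPA18 and from control to CPA18. G9 is the matching group that rose, G11 fell and then rose, and G12 fell in both steps. With control mRNA-seq from experiments 1 and 3, G9 to G12 held 481, 751, 476 and 188 genes, and with all 3 controls 518, 729, 437 and 126. The fall of G10 was met in each of the 3 experiments by 1 gene (Mfn1, named after its values were seen). With each experiment left out in turn, G10 held from 454 to 998 genes.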

In agreement with partial recovery of protein synthesis, 703 mRNAs decreased their ribo^ocp^ during progression from acute to chronic ER stress (G10). To better understand establishment of adaptive proteostasis in chronic ER stress, we performed pathway analysis of these groups using the Kyoto Encyclopedia of Genes and Genomes (KEGG) database. Transcripts associated with ribosome biosynthesis, protein processing, degradation and transport, as well as RNA transport and splicing were upregulated during chronic ER stress. In contrast, mRNAs related to the ribosome, cell cycle, and DNA replication were markedly decreased in the acute or chronic stress states (Fig. 3e). 

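Gene sets, 9 of them lists written from general knowledge of the pathways before the data were examined and 1 the UPR list of Supplementary Data 2, were tested with limma's camera on the edgeR fits over 9 comparisons, which gave 90 adjusted p-values with the experiment as a block. Set changes are given as the median log2 fold change of the set minus that of all genes, which leaves out the shift of the median gene between libraries. Camera ran with its default correlation between genes, which is not estimated from these data. Genes regulated together can therefore make its p-values too small, and these p-values do not measure the spread between the 3 experiments. In mRNA-seq from control to CPA18, the 80 cytosolic ribosomal protein genes changed by 0.33 (adjusted p = 2.83e-08, without the block 0.00168), the 136 genes of protein processing in the ER by 0.37 (adjusted p = 2.31e-07, without the block 9.11e-05) and the 39 proteasome genes by 0.29 (adjusted p = 0.00313, without the block 0.0150). Taken singly, 58 of the 80 ribosomal protein genes passed as increased (0 without the block, with 2 at an unadjusted p under 0.05). Relative to the median gene of each experiment, 65 of the 80 ribosomal protein genes were higher in all 3 experiments and 0 were lower. For protein processing in the ER these numbers were 73 and 24 of 136. With an offset for GC content and transcript length, chosen after the data were seen, the proteasome genes changed by 0.084 (adjusted p = 0.0978) and the ribosomal protein genes by 0.14 (adjusted p = 0.00103). Libraries paired by experiment had a mean r of 0.540 in mRNA-seq across genes.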

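In CPA1, the ribo ocp of the cytosolic ribosomal protein genes changed by -0.65 (adjusted p = 1.20e-33, without the block 7.43e-20) relative to all genes, while their mRNA-seq change was -0.018 (adjusted p = 0.0798, without the block 0.601). Taken singly, 0 of these 80 genes passed in ribo ocp in CPA1. At an unadjusted p under 0.05, 19 were decreased (2 without the block) and 0 increased. The 75 cell cycle genes changed in ribo ocp by -0.26 (adjusted p = 0.00129, without the block 0.000685) in CPA18 and by -0.13 (adjusted p = 0.380, without the block 0.291) in CPA1. Their mRNA-seq change in CPA18 was -0.21 (adjusted p = 0.380, without the block 0.474). The 31 DNA replication genes changed in ribo ocp by -0.57 (adjusted p = 1.15e-06, without the block 3.42e-06) in CPA18 and by -0.083 (adjusted p = 0.403, without the block 0.376) in CPA1. Their mRNA-seq change was 0.14 (adjusted p = 0.109, without the block 0.147) in CPA18 and 0.12 (adjusted p = 0.131, without the block 0.177) in CPA1. In CPA18 ribo ocp, 0 cell cycle and 0 DNA replication genes passed one by one. At an unadjusted p under 0.05, 12 cell cycle genes were decreased and 2 increased. For DNA replication these numbers were 8 and 1. In mRNA-seq, 12 DNA replication genes passed the test as increased in CPA18 (0 without the block) and 0 as decreased, and at an unadjusted p under 0.05 they were 15 and 0 (7 and 0 without the block). These calls are not relative to all genes, and the median gene itself rose in CPA18 in experiments 2 and 3. Relative to the median gene, 14 of the 31 were higher in all 3 experiments and 3 lower, against 30.1% and 29.7% of all genes. In the check of the pairing by experiment, the mean r was 0.540 in mRNA-seq and 0.145 in Ribo-seq.

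**Figure D2:**
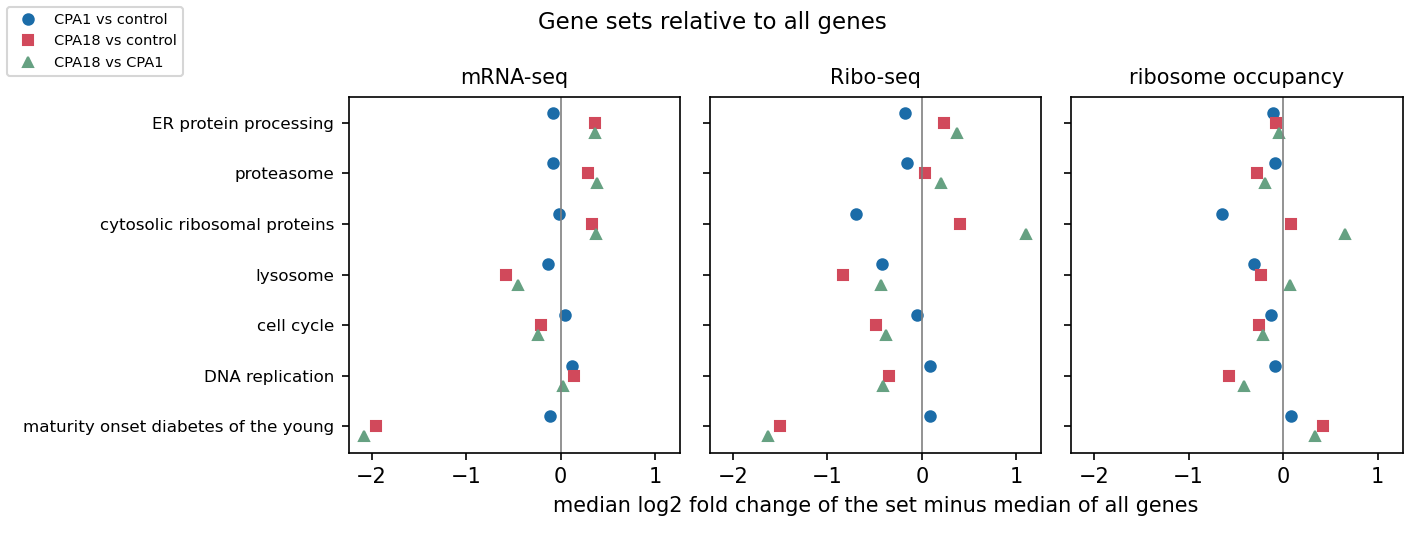
Median log2 fold change of each gene set minus that of all 6929 genes, for mRNA-seq, Ribo-seq and ribosome occupancy. Circles compare CPA1 with control, squares CPA18 with control and triangles CPA18 with CPA1. The cytosolic ribosomal proteins lie left of 0 in CPA1 Ribo-seq (-0.70) and right of 0 in CPA18 Ribo-seq (0.41).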

Importantly, transcripts associated with β-cell identity (*Nkx2-2, Pdx1*, *Glut2*, *Ins1*, and *Ins2*) and function (*Glut2*) were substantially decreased between CPA1 and CPA18. These results suggest MIN6 cells can withstand acute ER stress and maintain β-cell-specific gene expression. However, β-cell transcripts are progressively reduced upon establishment of adaptive homeostasis. These data further suggest loss of β-cells in diabetic islets may be caused by adaptive responses to chronic ER stress without recovery. 

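Slc2a2 encodes GLUT2 and lies on chromosome 3 from 28697903 to 28728361 of GRCm38. Its mRNA-seq value was 18.3 ± 1.32 RPKM in CPA1 and 1.95 ± 1.44 in CPA18 (SD, n = 3), with a log2 fold change of -2.96 (standard error 0.35, adjusted p = 9.24e-14, without the block 0.00511). From CPA1 to CPA18 the log2 fold change of Pdx1 (chromosome 5 from 147270097 to 147275848) was -1.42 (standard error 0.25, adjusted p = 4.50e-07, without the block 0.0996), and that of Nkx2-2 (chromosome 2 from 147176485 to 147195434) was -1.72 (standard error 0.36, adjusted p = 4.85e-05, without the block 0.0782). Ins1 changed by -2.31 (standard error 0.33, adjusted p = 3.85e-10, without the block 0.118) and Ins2 by -1.71 (standard error 0.43, adjusted p = 0.000716, without the block 0.303), with the limit that reads may have been divided between them. All 5 genes fell in each of the 3 experiments. The 15 detected genes of a list for maturity onset diabetes of the young, which holds all 5, changed by -2.08 (adjusted p = 3.53e-18, without the block 1.73e-14) relative to all genes, and 13 of them fell below the median gene in all 3 experiments. The mean r behind the block was 0.540 in mRNA-seq. From the fall between CPA1 and CPA18, the paper proposes that MIN6 cells keep β-cell gene expression in acute stress and lose it as they adapt to chronic stress.

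**Figure D3:**
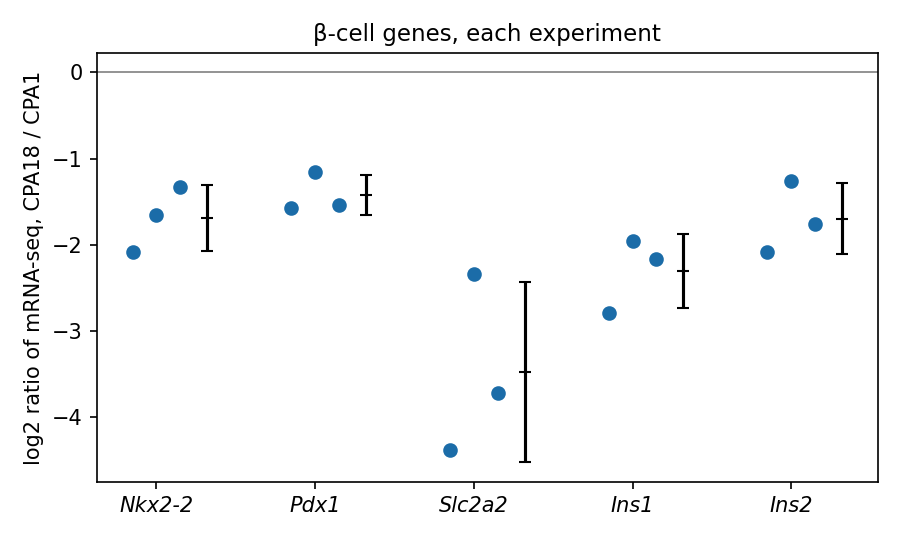
Log2 ratio of mRNA-seq RPKM between CPA18 and CPA1 for 5 β-cell genes. Each point is 1 experiment (1, 2 and 3 from left to right), and the bar is the mean ± SD. All points lie below 0, from -1.16 (Pdx1) to -4.39 (Slc2a2).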

We refer to this cellular response as the “β-cell exhaustive adaptive response” to chronic ER stress, or βEAR.

**Fig. 3:**
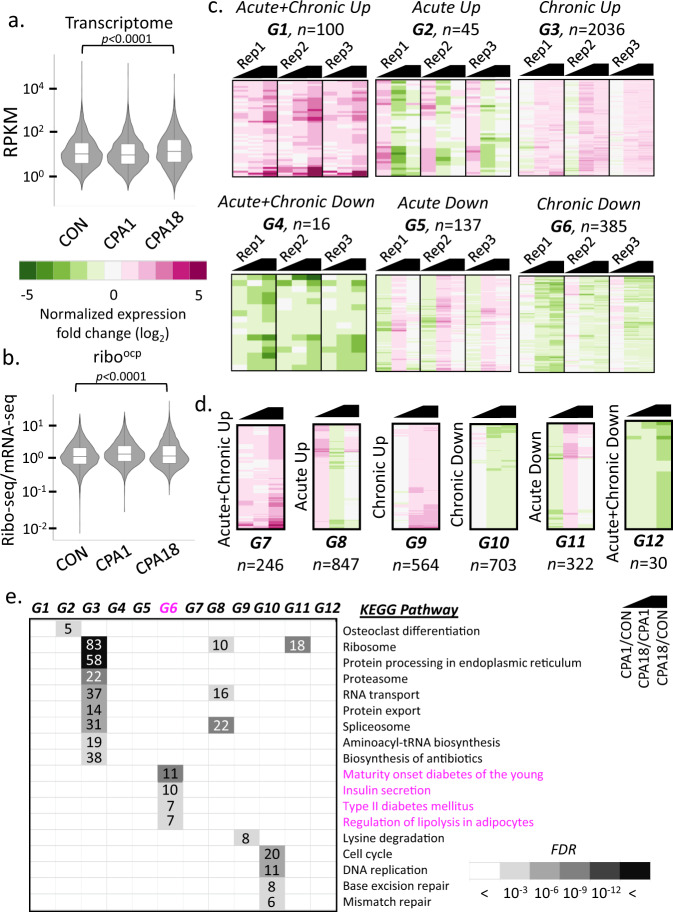
Analysis of transcriptomes and translatomes during progression from acute to chronic phase of ER stress in MIN6 cells. Violin plots representing transcriptomes (**a**) and translatomes (**b**), of untreated (CON), 1 h CPA treated (CPA1) and 18 h CPA treated (CPA18) cells. The boxes indicate the 25–75th percentiles, the midline indicates the median, whiskers show the maximum/minimum. *p*-value represents the statistical test by two-sided Wilcoxon signed-rank test. Heatmaps and the classifications of changes in the expression of transcriptomes (**c**) and translatomes (**d**) between CON and CPA1 (CPA1/CON), CPA18 and CPA1 (CPA18/CPA1) and CPA18 and CON (CPA18/CON) datasets. Black symbol indicates the compared datasets. Three independent experiments were used with significance of gene expression. Letter code G1-G12 indicates the gene sets of assigned common regulation and *n*, indicates the number of genes per group. **e** KEGG pathway analysis of the classified groups of transcriptomes and translatomes. Boxed numbers indicate the number of genes identified in the individual pathways. *FDR*, False Discovery Rate.

### Transcriptome reprogramming during chronic stress involves impaired expression of β-cell genes

To further assess how temporal changes of reprogramming relate to β-cell identity, we performed additional analysis of transcriptomes and translatomes of CPA1 (Fig. 4a) and CPA18 (Fig. 4b) vs control. 

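The paper's rule sets the log2 ratio of mean mRNA-seq RPKM against that of mean Ribo-seq RPKM. A gene is ribo ocp-up when its Ribo-seq ratio exceeds 0.6 and is more than 0.6 above its mRNA-seq ratio, and ribo ocp-down in the mirrored case. A gene changes in abundance when both ratios pass 0.6 in the same direction and differ by less than 0.6. Applied to CPA1 and control with the controls of experiments 1 and 3, the rule gave 764 ribo ocp-up genes (11.0% of 6929) and 253 ribo ocp-down genes (3.65%). With all 3 controls it gave 806 (11.6%) and 221 (3.19%). Within each of the 3 experiments taken singly, 105 genes were ribo ocp-up every time and 25 ribo ocp-down. Requiring a mean RPKM of at least 5 in every group left 218 and 93, and no filter on low counts gave 2181 and 768.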

In the acute response, we identified 798 mRNAs (11.5%) with increased and 300 mRNAs (4.32%) with decreased ribo^ocp^, in agreement with translational reprogramming during acute stress. 

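For mRNA abundance in CPA1, the rule gave 129 genes up and 88 down with the controls of experiments 1 and 3, and 135 up and 63 down with all 3, of which 79 and 48 were shared. Up in abundance in each experiment taken singly were 4 genes (Egr1, Fos, Hmgcs1 and Jun, named after their values were seen), and 0 were down. The rule has no p-value, and edgeR's test found 455 genes with an unadjusted p under 0.05 in CPA1 mRNA-seq.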

Changes in mRNA abundance were less prominent, with levels of 138 mRNAs increasing and 108 mRNAs decreasing (Fig. 4a). In contrast, there were more changes in mRNA abundance (1795) than translational control (1183) during the chronic response (Fig. 4b). It was notable, that changes in mRNA abundance increased from 1.99% in the acute phase to 20.41% in the chronic, while changes in ribo^ocp^ were similar between the two. 

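From control to CPA18 the rule gave 1485 genes up and 291 down in abundance with the controls of experiments 1 and 3, 1776 in all, and 907 ribo ocp-up and 173 ribo ocp-down genes, 1080 in all. With all 3 controls, 1692 genes changed in abundance (1381 up and 311 down) and 1183 in ribo ocp (1000 up and 183 down). In every experiment taken singly, 175 genes were up and 33 down in abundance, and 129 were up and 22 down in ribo ocp. After each library was centred on its median gene, 573 genes were up and 629 down in abundance.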

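As shares of the 6929 genes with all 3 controls, abundance rose for 1.95% in CPA1 and 19.9% in CPA18, and with the controls of experiments 1 and 3 for 1.86% and 21.4%. The ribo ocp-up genes in CPA18 were 13.1% of the genes and the ribo ocp-down genes 2.50%, with the controls of experiments 1 and 3. Whether the CPA1 and CPA18 shares differ was not tested, because the rule gives 1 count per comparison.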

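Atf4 lies on chromosome 15 from 80255184 to 80257545 of GRCm38. In mRNA-seq its log2 fold change to control was 1.46 (standard error 0.26, adjusted p = 2.30e-05, without the block 0.999) in CPA1 and 3.19 (standard error 0.27, adjusted p = 2.29e-24, without the block 0.0120) in CPA18. In Ribo-seq it was 2.76 (standard error 0.17, adjusted p = 3.07e-27, without the block 7.89e-11) and 3.76 (standard error 0.18, adjusted p = 6.80e-38, without the block 6.72e-15). All 3 experiments rose in each of these comparisons. The ribo ocp of Atf4 changed by 1.29 (standard error 0.31, adjusted p = 0.0622, without the block 1.00) in CPA1, with 1.09, 1.85 and 1.06 in experiments 1, 2 and 3, and by 0.57 (standard error 0.31, adjusted p = 0.573, without the block 1.00) in CPA18. Neither ribo ocp change passed when p was adjusted over all genes. For the pairing by experiment, the mean r between libraries was 0.540 in mRNA-seq and 0.145 in Ribo-seq.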

An early increase in mRNA abundance and translation was observed for *Atf4*, which was sustained during the chronic phase, but generally the percent/fold increase in ribo^ocp^ was larger than the percent/fold increase in mRNA levels (Figs. 4c and 1a). Similarly, downstream of *Atf4*, *Chop* and *Gadd34* showed more than 2-fold increases in mRNA abundance and 3-fold increases in ribo^ocp^ in the acute phase. 

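Chop is the gene Ddit3 (chromosome 10 from 127290793 to 127296291 of GRCm38) and Gadd34 is Ppp1r15a (chromosome 7 from 45522917 to 45526268). The mRNA-seq level of Ddit3 rose from 9.17 ± 2.34 to 34.6 ± 21.5 RPKM (SD, n = 3), a log2 fold change of 1.98 (standard error 0.38, adjusted p = 0.000149, without the block 0.999), and that of Ppp1r15a changed by 0.83 (standard error 0.28, adjusted p = 0.163, without the block 0.999), which did not pass the threshold. In Ribo-seq the changes were 3.63 (standard error 0.47, adjusted p = 1.68e-09, without the block 1.07e-05) for Ddit3 and 2.09 (standard error 0.23, adjusted p = 3.29e-12, without the block 6.34e-06) for Ppp1r15a. The ribo ocp of Ddit3 rose in all 3 experiments, by 3.22, 2.20 and 1.03 on the log2 scale, and so did that of Ppp1r15a, by 0.87, 1.59 and 1.31. With adjusted p-values of 0.463 and 0.195 from edgeR's test of the difference between the assays (1.00 and 1.00 without the block), neither increase in ribo ocp passed when p was adjusted over all genes. With p adjusted over the 48 UPR genes of Supplementary Data 2 alone, 3 genes passed as increased in ribo ocp in CPA1 and 0 as decreased. That count does not say whether Ddit3 or Ppp1r15a is among them. Pairing by experiment rests on a mean r of 0.540 in mRNA-seq and 0.145 in Ribo-seq.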

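As a set, the UPR genes of Supplementary Data 2 changed in mRNA-seq by a median log2 value of 0.55 (adjusted p = 2.42e-08, without the block 2.19e-05) relative to all genes from control to CPA18, and by -0.0011 (adjusted p = 0.222, without the block 0.404) in CPA1. In Ribo-seq their change in CPA18 was 0.50 (adjusted p = 4.44e-13, without the block 3.93e-11). Of the 48 genes, 30 passed as increased and 6 as decreased in CPA18 mRNA-seq when p was adjusted over all genes, and 31 and 7 when it was adjusted over the list alone. Without the block 7 passed as increased and 0 as decreased over all genes, with 22 and 3 at an unadjusted p under 0.05. In CPA1 mRNA-seq, Atf4 and Ddit3 passed with the block. The ribo ocp of the set changed by 0.032 (adjusted p = 0.855, without the block 0.771) in CPA18. Libraries paired by experiment had a mean r of 0.540 in mRNA-seq and 0.145 in Ribo-seq across genes.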

We also examined changes in expression of 49 UPR-related genes (Fig. 4c and Supplementary Data 2). A shift in mRNA abundance was observed for most well-known UPR genes, as well as prosurvival genes, such as Wolframin ER Transmembrane Glycoprotein (*Wfs1)*^47^. 

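Wfs1 (chromosome 5 from 36966104 to 36988982 of GRCm38) rose in mRNA-seq from control to CPA18 by a log2 value of 2.16 (standard error 0.26, adjusted p = 3.36e-13, without the block 0.0330), with 1.57, 2.42 and 2.33 in experiments 1, 2 and 3. Hspa5, which encodes BiP, went from 150.4 ± 79.1 to 508 ± 146 RPKM (SD, n = 3), a log2 fold change of 1.83 (standard error 0.25, adjusted p = 1.22e-10, without the block 0.0935). The log2 fold changes of Herpud1, Xbp1, Serp1 and Tbl2 were 2.85, 1.58, 1.49 and 1.32, with adjusted p-values of 5.01e-21, 2.79e-08, 2.89e-07 and 0.000202 (0.00944, 0.146, 0.107 and 0.161 without the block), and each gene rose in all 3 experiments. With the libraries centred on their median gene, which rose in CPA18, the 6 log2 fold changes lay between 0.92 (Tbl2) and 2.47 (Herpud1). In the check of the pairing by experiment, the mean r was 0.540 in mRNA-seq.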

In conclusion, β-cells show an enhanced response during the acute phase, with elevated mRNA abundance and ribo^ocp^ for adaptation proteins.

**Fig. 4:**
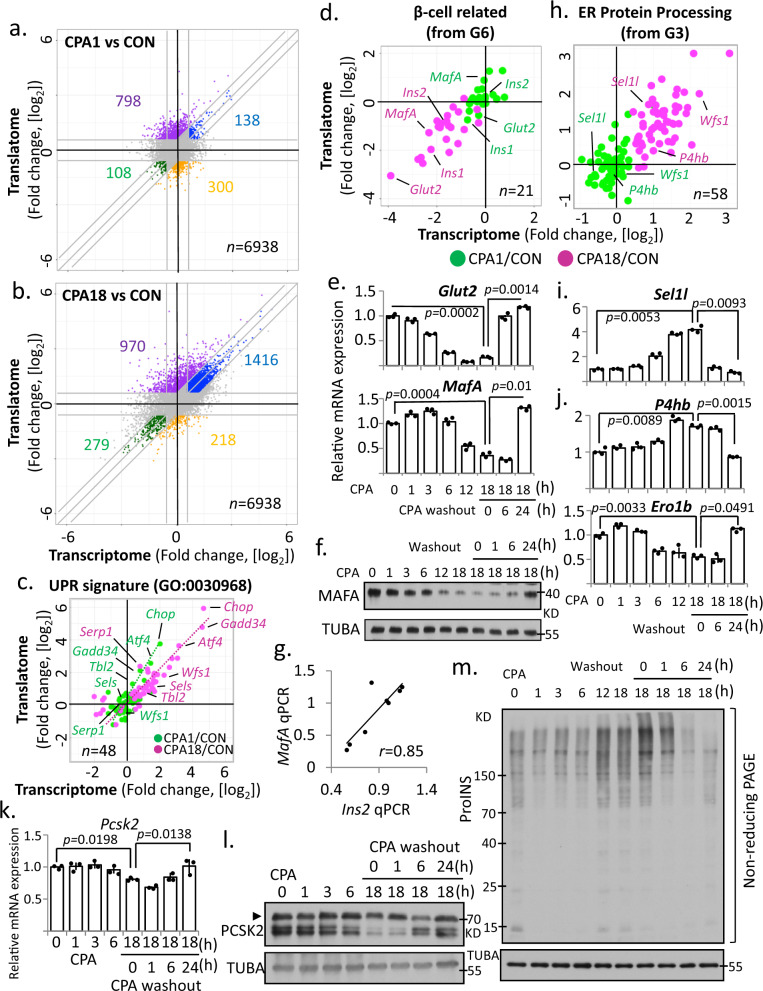
Transcriptional and translational reprogramming in MIN6 cells in response to CPA induced ER stress. Scatterplots of fold changes in CPA1 vs CON (**a**) and CPA18 vs CON (**b**). **c**, **h** Scatterplot of fold changes of the UPR signature (GO:0030968) gene expression between acute (CPA1/CON) and chronic (CPA18/CON) ER stress. **d** Scatterplot of fold changes of genes in groups identified in Fig. 3E (G6 and G3) in acute (CPA1/CON) and chronic (CPA18/CON) ER stress. **e**, **i**, **j** qRT-PCR analysis for the indicated mRNAs normalized to *GAPDH* mRNA levels, in MIN6 cells treated with CPA for the indicated times, *n* = 3. **f**, **l** Western blot analysis for the indicated proteins in MIN6 cells. **g** Scatterplot representing an association between *Ins2* and *MafA* mRNA levels measured by qRT-PCR. **k** qRT-PCR analysis of *Pcsk2* mRNA levels normalized to *GAPDH* mRNA levels, in MIN6 cells under the indicated treatments, *n* = 3. **m** Western blot analysis of proinsulin in non-reducing SDS-PAGE electrophoresis. Error bars represent S.E.M. *p*-value represents the statistical test by two-tailed paired Student’s *t*-test. Representative western blotting images were shown. Dots in all plots represent independent experiments. Source data are provided as a Source Data file.

The β-cell-specific transcriptome is important to maintain β-cell functions^48^, misregulation of which can result in diabetes^49,50^. We found the mRNA abundance of β-cell-related genes, such as MAF BZIP Transcription Factor A (*MafA*)^51,52^ and *Glut2* (Fig. 4d), a glucose transporter essential for glucose import in rodent β-cells^53–55^, severely decreased during chronic ER stress and rapidly increased to pre-treatment levels after CPA washout (Fig. 4e, f). 

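Mafa lies on chromosome 15 from 75745501 to 75748321 of GRCm38. In mRNA-seq it had 329 ± 152 RPKM in control, 326 ± 92.5 in CPA1 and 67.8 ± 27.2 in CPA18 (SD, n = 3). The log2 fold change from control to CPA18 was -2.25 (standard error 0.26, adjusted p = 8.95e-15, without the block 0.0372) for Mafa and -3.27 (standard error 0.36, adjusted p = 7.51e-16, without the block 0.00333) for Slc2a2, the gene of GLUT2. In experiments 1, 2 and 3 Mafa changed by -2.34, -1.99 and -2.46 and Slc2a2 by -5.40, -2.07 and -3.83. The adjusted p over the alternatives ranged from 4.11e-31 to 0.0372 for Mafa and from 6.69e-20 to 0.00333 for Slc2a2. The washout of Fig. 4e and f was measured by other methods and is not analysed here. The mean r behind the block was 0.540 in mRNA-seq.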

Since MAFA is a transcriptional activator of insulin^56^, we expected the positive association observed between *MafA* and *Ins2* mRNA levels (Fig. 4g).

Genes associated with ER protein processing were upregulated in chronic stress, including those encoding molecular chaperones and factors involved in ER-associated degradation (ERAD) and ubiquitination (Fig. 4h). 

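Of the 136 detected genes of the list for protein processing in the ER, 68 passed as increased and 6 as decreased in CPA18 mRNA-seq when p was adjusted over all genes, and 74 and 8 when it was adjusted over the list alone. Without the block, 6 passed as increased and 0 as decreased over all genes, with 37 and 5 at an unadjusted p under 0.05. In Ribo-seq 65 passed as increased (58 without the block) and Ero1b, Hspa8, Rpn2 and Ubqln2 as decreased (Ero1b alone without the block), and relative to all genes the set changed by 0.24 (adjusted p = 3.98e-08, without the block 6.99e-07). In CPA1 mRNA-seq, Atf4, Ddit3 and Dnajb1 passed as increased. The genes outside the paper's text were named after their values were seen. For the pairing by experiment, the mean r between libraries was 0.540 in mRNA-seq and 0.145 in Ribo-seq.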

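Vimp is listed under its current name Selenos (chromosome 7 from 66079649 to 66089405 of GRCm38). From control to CPA18 the mRNA-seq log2 fold change was 1.77 (standard error 0.27, adjusted p = 4.62e-09, without the block 0.0716) for Selenos, 0.97 (standard error 0.26, adjusted p = 0.00178, without the block 0.356) for Sel1l and 1.04 (standard error 0.27, adjusted p = 0.000918, without the block 0.226) for Derl2. All 3 genes rose in each experiment, with the smallest change of Sel1l in experiment 1, at 0.23. With control mRNA-seq from experiments 1 and 3 alone, the adjusted p of Sel1l was 0.0969, past the threshold, while Selenos and Derl2 passed at 4.76e-05 and 0.0122. Pairing by experiment rests on a mean r of 0.540 in mRNA-seq.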

We identified an increase of VCP-interacting membrane selenoprotein (*Vimp*), Suppressor/Enhancer of Lin-12-like (*Sel1l*), and Derlin-2 (*Derl2*) in chronic ER stress, suggesting an active role for ERAD in the degradation of misfolded proinsulin^57^. We confirmed mRNA levels were increased by CPA treatment, and after washout, showed that *Sel1l* mRNA levels returned to basal levels (Fig. 4i). We further noticed that genes encoding ER molecular chaperones were differentially regulated during chronic ER stress and recovery from stress (Fig. 4j). Furthermore, we found chronic stress impaired both mRNA abundance and maturation of the convertase subtilisin/Kexin Type 2 (*Pcsk2*), a peptidase essential for insulin maturation (Fig. 4k, l). Because molecular chaperones are important in proinsulin disulfide bond formation and maturation, we investigated proinsulin misfolding in β-cells during ER stress. Using non-reducing SDS-PAGE gel electrophoresis, we found a gradual increase of high-molecular weight disulfide-linked proinsulin complexes upon CPA treatment; CPA washout was sufficient to rescue this phenotype over time (Fig. 4m). Collectively, we show the balanced regulation of ER quality control genes results in reversible ER stress, but also compromises proinsulin gene expression and protein maturation.

### ER-Golgi transport in adaptation to ER stress in MIN6 cells

It is currently unknown whether secretory cells utilize specific cellular machinery to achieve adaptive homeostasis compared to non-secretory cells. Thus, we compared the transcriptomes of acute and chronic ER stress adaptation in MIN6 cells and MEFs. This analysis in MIN6 cells identified 1534 mRNAs with increased and 307 mRNAs with decreased abundance between the acute and the adaptive timepoints, respectively (Supplementary Fig. 4a). Similarly, we identified 603 and 296 mRNAs subjected to positive or negative translational control, respectively. mRNAs encoding proteins of the ribosome biosynthesis pathway were enriched in the positive group, while the ribo^ocp^ of cell cycle related mRNAs was reduced. 

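Between CPA1 and CPA18 no control library enters the ratios, and the paper's rule gave 1590 genes up and 321 down in abundance. In each experiment taken singly, 152 genes were up and 36 down. Without the reads of Ins1 and Ins2 in the library totals, 1116 were up and 473 down, and with each library centred on its median gene 582 and 718. Centring sets the change of the median gene near 0, which evens out increases and decreases.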

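For ribo ocp between CPA1 and CPA18, the rule gave 518 genes up and 258 down, with 60 and 19 in each experiment taken singly. The ribo ocp of the cytosolic ribosomal protein genes changed by 0.66 (adjusted p = 9.89e-36, without the block 1.81e-17) relative to all genes, and that of the cell cycle genes by -0.22 (adjusted p = 0.00440, without the block 0.00687). In ribo ocp, 0 genes of either set passed one by one. At an unadjusted p under 0.05, 31 ribosomal protein genes were increased and 0 decreased, and 11 cell cycle genes were decreased and 0 increased. In Ribo-seq the ribosomal protein genes changed by 1.10 (adjusted p = 1.86e-71, without the block 2.96e-63), and all 80 of them passed as increased one by one, with the block and without it. Libraries paired by experiment had a mean r of 0.540 in mRNA-seq and 0.145 in Ribo-seq across genes.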

Analysis of pre-existing data from MEFs^22^ identified 567 and 1247 mRNAs which showed upregulation or downregulation of mRNA abundance, respectively. KEGG pathway analysis of the downregulated genes between MIN6 cells and MEFs showed the stress responses were cell type-specific and tailored to cellular function: a decrease of β-cell-related functions was observed in MIN6 cells, while mRNAs of cell adhesion and ECM proteins were decreased in MEFs during the transition from acute to chronic stress adaptation (Supplementary Fig. 4b).

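In mRNA-seq from CPA1 to CPA18, the genes of protein processing in the ER changed by a median log2 value of 0.37 (adjusted p = 8.93e-09, without the block 7.35e-06) relative to all genes, and 80 of 136 lay above the median gene in all 3 experiments, against 29.2% of all genes. Taken singly, 87 genes passed as increased (7 without the block) and Ero1b and Man1c1 as decreased. In the check of the pairing by experiment, the mean r was 0.540 in mRNA-seq.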

In corroboration with common adaptation mechanisms^58^, we identified an enrichment of genes in the ER protein processing pathway among mRNAs with increased abundance (Supplementary Fig. 4c). 68 mRNAs showed increased abundance and 10 mRNAs showed translational upregulation of this cellular pathway in MIN6 cells. 

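By the rule on group means, 67 of the 136 detected genes of this set were up in abundance between CPA1 and CPA18 and 5 were ribo ocp-up (Canx, Dnajc1, Dnajc10, Man1a2 and Sec24a, named after their values were seen). With the transcript of highest mean RPKM standing for each gene instead of the sum over its transcripts, the counts were 66 and 8. Requiring the change in each experiment taken singly left 18 and 2 (Dnajc10 and Sec24a). The ribo ocp of the whole set changed by -0.047 (adjusted p = 0.188, without the block 0.490) relative to all genes. The mean r behind the block was 0.540 in mRNA-seq and 0.145 in Ribo-seq.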

In MEFs, a smaller proportion of mRNAs (37 of 78), were regulated, suggestive of similar, but less elaborate adaptation machinery. We analyzed the 37 overlapping genes between MIN6 and MEFs by Gene Ontology (GO)^59^, and observed these genes were highly associated with ER stress amelioration, including molecular chaperones and ERAD. The 41 MIN6-specific genes were enriched for functions in ER-to-Golgi vesicle transport (Supplementary Fig. 4d). This analysis revealed a unique adaptive event in MIN6 cells, i.e. an enhancement of the first step of vesicular transport, suggesting stress adaptation is influenced by cellular function. We termed this group of 78 genes in MIN6 cells the ‘β-cell-specific adaptome’.

### Lysosome function is impaired during chronic ER stress

Formation of proinsulin granules was reversible, supporting their formation as an adaptive response to chronic ER stress (Fig. 1i). 

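In CPA18 mRNA-seq, 21 of the 39 proteasome genes passed as increased against control and 0 as decreased when p was adjusted over all genes, and 26 and 0 when it was adjusted over the set. At an unadjusted p under 0.05, 29 were increased and 0 decreased. Without the block, 0 passed as increased over all genes, with 6 at an unadjusted p under 0.05. Relative to the median gene, 20 of the genes were higher in all 3 experiments and 3 lower, against 30.1% and 29.7% of all genes. In Ribo-seq, 16 genes passed as increased (13 without the block), and the set changed by 0.039 (adjusted p = 0.0854, without the block 0.124) relative to all genes, below the threshold. Psmd7 (chromosome 8 from 107580380 to 107588482 of GRCm38) had a log2 fold change of 1.36 (standard error 0.30, adjusted p = 8.03e-05, without the block 0.151) and Psmb5 (chromosome 14 from 54614120 to 54617995) of 0.73 (standard error 0.25, adjusted p = 0.0148, without the block 0.461). With control mRNA-seq from experiments 1 and 3, Psmb5 no longer passed (adjusted p = 0.175), while Psmd7 did (adjusted p = 0.00186). For the pairing by experiment, the mean r between libraries was 0.540 in mRNA-seq and 0.145 in Ribo-seq.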

To shed light on the mechanism of proinsulin accumulation, we examined gene regulation in chronic ER stress (Fig. 5a), and noted that genes encoding subunits of the proteasome were upregulated (Fig. 5b). 

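The genes that the rule on group means found down in abundance or in ribo ocp from control to CPA18 numbered 464 with the controls of experiments 1 and 3 and 494 with all 3. The 85 detected lysosome genes changed in CPA18 mRNA-seq by -0.58 (adjusted p = 5.39e-05, without the block 0.000146) relative to all genes and in Ribo-seq by -0.83 (adjusted p = 3.92e-10, without the block 2.13e-10). Of these genes, 17 passed as decreased and 8 as increased in mRNA-seq (14 and 7 when p was adjusted over the set), and 30 and 7 in Ribo-seq. Without the block these counts were 0 and 0 in mRNA-seq, with 5 and 2 at an unadjusted p under 0.05, and 27 and 5 in Ribo-seq. Arsb (chromosome 13 from 93771679 to 93943016 of GRCm38) changed by -1.15 (standard error 0.30, adjusted p = 0.000965, without the block 0.158) in mRNA-seq and -1.12 (standard error 0.24, adjusted p = 7.64e-05, without the block 0.00166) in Ribo-seq. For Lamp2 (chromosome X from 38399647 to 38456460) the changes were -1.32 (standard error 0.29, adjusted p = 0.000126, without the block 0.137) and -1.19 (standard error 0.19, adjusted p = 1.95e-07, without the block 0.000326). Both genes fell in all 3 experiments in both assays. Pairing by experiment rests on a mean r of 0.540 in mRNA-seq and 0.145 in Ribo-seq.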

By pathway analysis of the 497 downregulated mRNAs, we found lysosome biogenesis genes, such as *Arsb*, a lysosomal arylsulfatase, and *Lamp2*, a lysosomal associated membrane protein, were significantly repressed (Fig. 5c), suggesting impaired lysosome function. Accordingly, we observed a time-dependent reduction of lysosomal enzymatic activity during CPA treatment which gradually returned to levels of untreated cells 6 h after CPA washout (Fig. 5d). We also monitored the protein levels of the autophagy substrate ubiquitin-binding protein p62 (*Sqstm1*), and the conversion of microtubule-associated protein 1 A/1B-light chain 3 (LC3-I) to LC3-II in MIN6 cells. We observed a gradual increase of p62 and LC3-II levels during CPA treatment (Fig. 5e). Lastly, we observed an increase of punctate LC3 staining in MIN6 cells after 18 h CPA treatment (Fig. 5f). Taken together, we conclude the pathway of autophagosome-to-lysosomal degradation was inhibited during chronic ER stress in MIN6 cells.

**Fig. 5:**
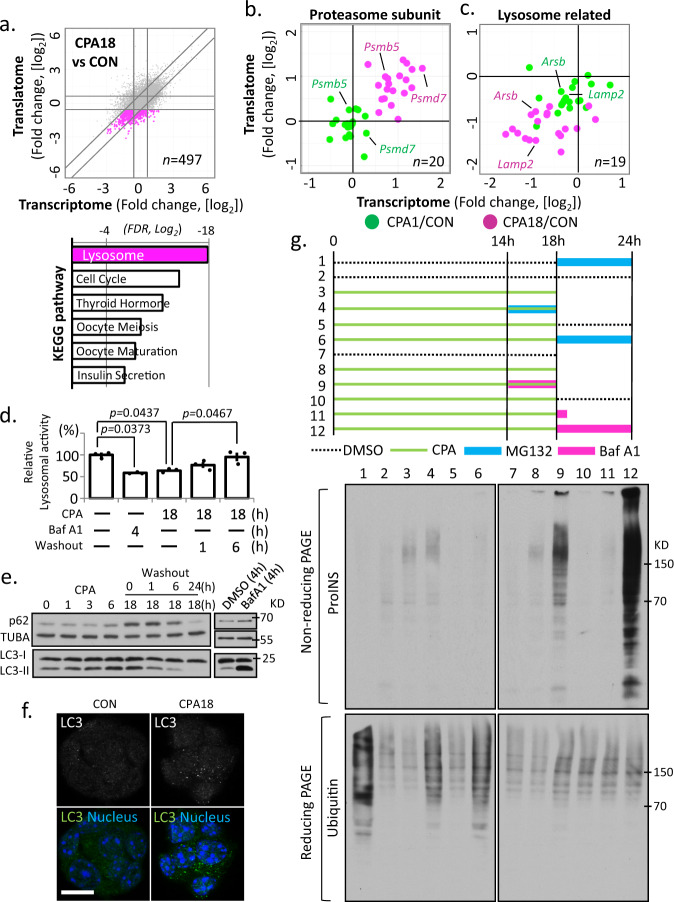
Impairment of lysosome activity correlates with misfolded proinsulin accumulation during chronic ER stress. **a** Scatterplot of fold changes in CPA18 vs CON MIN6 cells, with the repressed gene expression indicated in pink, and the KEGG pathway analysis of the highlighted group, below **a**. Scatterplots of fold change in acute (CPA1/CON) and chronic (CPA18/CON) ER stress for genes related to the proteasome (**b**) and the lysosome (**c**). **d** lysosome enzymatic activity measured in MIN6 cells treated with Baf A1 or CPA. *n* = 3 independent experiments. Error bars represent S.E.M. *p*-value represents the statistical test by two-tailed paired Student’s *t*-test. Source data are provided as a Source Data file. **e** Western blot analysis of the indicated proteins in MIN6 cells. **f** Fluorescence immunocytochemistry for LC3, in MIN6 cells treated with CPA for 18 h. Nuclei are indicated with staining in blue. Scale bar is 20 μm. **g** *upper*, schematic representation of 12 different MIN6 treatments with CPA, MG132 or Baf A1. Green lines indicate CPA treatment. CPA was washed out between 18–24 h; *lower*, Western blot analysis for proinsulin by non-reducing PAGE electrophoresis in extracts prepared from the 12 MIN6 treatments. Western blot analysis for ubiquitin by reducing PAGE electrophoresis.

### Impairment of lysosome activity correlates with misfolded proinsulin accumulation

Our analysis demonstrated lysosomal activity gradually declined during chronic ER stress in MIN6 cells, while the ubiquitin-proteasome system (UPS) was upregulated (Figs. 3e, 4h and 5c). Moreover, we revealed an accumulation of misfolded proinsulin outside the ER upon CPA treatment (Figs. 2 and 4m), implying disrupted proinsulin proteostasis in chronic stress. To determine if the UPS or the lysosome were involved in this regulation, we treated MIN6 cells with CPA for 18 h together with proteasome inhibitor MG132 or Baf A1 and monitored proinsulin folding status. Lysosomal impairment by Baf A1 over the last 4 h of the 18 h of CPA treatment strongly increased the amount of misfolded proinsulin (Fig. 5g). Moreover, CPA washout in the presence of Baf A1 led to dramatic accumulation of misfolded proinsulin, while MG132 had only a modest effect. Therefore, our data suggest CPA-mediated chronic ER stress impairs clearance of misfolded proinsulin by disrupting autophagosome-to-lysosomal degradation.

### Chronic ER stress adaptation genes are downregulated in T1D

Pancreatic β-cells encounter numerous microenvironment changes over their life span, and studies have highlighted the importance of the ER stress response in diabetes^17,60^. We hypothesized that β-cell loss/dysfunction in diabetes could be associated with the homeostatic state of ER stress adaptation or its failure. To test this hypothesis, we selected genes that were affected in MIN6 cells during the chronic adaptive state, and filtered out those that exhibited similar behavior in MEFs^22^. This allowed us to establish a β-cell-specific ER stress gene dataset. This gene set, which we called the ‘regulome’, contains 334 genes enriched for β-cell-associated functions by KEGG pathway analysis (Fig. 6a). We examined the expression levels of this gene set in a pre-existing microarray database (Supplementary Data 4), generated from laser-excised islets^30,31^ and the scRNA-seq data produced by the Human Pancreas Analysis Program (HPAP)^61^ from patients with T1D and T2D and healthy donors (Fig. 6b). We identified 11 genes that showed downregulation in T1D samples (Fig. 6b), but not in T2D samples (Supplementary Fig. 5a). One gene, *PPP1R1A*, was identified in both T1D and T2D, but showed less significant changes in T2D. 10 of the 11 downregulated genes were present and decreased in MIN6 cells during chronic ER stress adaptation.

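In MIN6 mRNA-seq from control to CPA18, the log2 fold changes of G6pc2, Abcc8, P2ry1, Vat1l, Glp1r, Nkx2-2, Pcsk1, Scgn, Npy and Ppp1r1a ran from -2.24 (Scgn) to -0.69 (Vat1l). Each of these 10 genes fell in all 3 experiments and had an adjusted p under 0.05. The paper drew these genes from a set chosen because it changed in MIN6 cells under chronic stress, from these same libraries. Their p-values here are therefore no independent evidence. Without the block, Glp1r and Scgn passed, at adjusted p-values of 0.0216 and 0.0303. The remaining gene, Syt4, rose by 1.22 (standard error 0.31, adjusted p = 0.000789, without the block 0.235), with 0.55, 1.69 and 1.42 in experiments 1, 2 and 3. Nkx2-2 changed by -0.57, -2.24 and -0.96 in experiments 1, 2 and 3, with an adjusted p of 0.000647. With control mRNA-seq from experiments 1 and 3 alone, the adjusted p was 0.183 for Nkx2-2 and 0.144 for Vat1l, so 8 of the 10 passed. Glp1r had 84.2 ± 47.8 RPKM in control and 17.0 ± 3.30 in CPA18 (SD, n = 3). Libraries paired by experiment had a mean r of 0.540 in mRNA-seq across genes.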

**Fig. 6:**
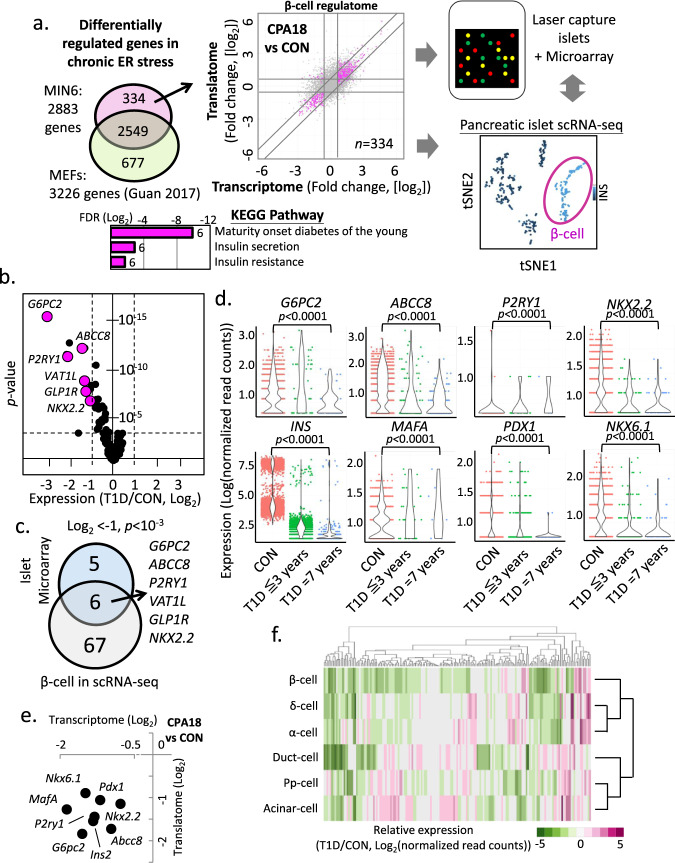
Altered expression of the β-cell ER stress-induced gene set (regulome) in T1D islets reveals biomarkers of T1D progression. **a** Schematic representation of the β-cell ER stress gene set (334 genes) in MIN6 cells and determination of its expression in T1D islets or scRNA-seq datasets. Scatterplot indicates in color the expression patterns of the 334 gene set during chronic ER stress in MIN6 cells. The KEEG pathway of the 334 gene set is shown below **a**. **b** The 334 gene set expression profile in T1D islet microarray datasets, shown by a volcano plot. *p*-value represents the statistical test between CON and T1D by two-sided Wilcoxon–Mann–Whitney test. **c** Venn-diagram showing the common repressed genes of the 334 gene set in T1D, between islet microarray and β-cells scRNA-seq datasets. *p*-value represents the statistical test between CON and T1D by two-sided Wilcoxon–Mann–Whitney test. **d** Expression of genes in β-cells scRNA-seq datasets of healthy donors (CON), early T1D (T1D ≦3 years) and prolonged T1D (T1D = 7 years) patients. *p*-value represents the statistical test by two-sided Wilcoxon–Mann–Whitney test. **e** Scatterplot of fold change in MIN6 cells during chronic ER stress (CPA18 vs CON). **f** Heatmap of gene expression profiles of the 334 gene set in different cell types of T1D scRNA-seq datasets, compared to healthy donors.

Pancreatic islets comprise several cell types, including α-cells (30–50%), β-cells (50–60%), δ-cells (<10%), pp-cells (<5%) and ε-cells (<1%). In T1D patients, there is a specific loss of β-cells;^62,63^ thus, the downregulation of the 11 downregulated genes in the T1D microarray dataset could be a result of differential expression in multiple islet cell types. To further investigate β-cell-specific responses in T1D, we first compared the expression profiles of healthy donor and T1D patient islets^61^ for the 11 genes in the scRNA-seq dataset (Supplementary Fig. 5b). We found that the expression of all 11 genes was decreased in T1D β-cells (Supplementary Fig. 5c), and using a more stringent cut off (FDR≤10^−3^), 6 of the 11 genes were significantly downregulated in β-cells of T1D patients (Fig. 6c, d). In addition to these 11 genes, *INS* and *MAFA* mRNA abundance was also decreased in β-cells of patients with T1D (Fig. 6d), while *G6PC2*, *ABCC8* and *NKX2.2* showed a significant decrease in expression compared to healthy donors (Fig. 6c). 

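In Ribo-seq from control to CPA18, the log2 fold change was -1.85 for G6pc2, -1.59 for Abcc8, -1.53 for P2ry1, -1.18 for Nkx2-2, -1.56 for Ins2, -1.23 for Mafa, -1.08 for Pdx1 and -0.90 for Nkx6-1. All 8 genes fell in all 3 experiments, and their adjusted p-values from edgeR ran from 1.13e-18 (G6pc2) to 0.0376 (Nkx2-2). G6pc2, Abcc8, P2ry1 and Nkx2-2 come from the paper's set chosen in part on these same libraries, so for them this is no independent evidence. In mRNA-seq, Ins2 changed by -1.97 (standard error 0.44, adjusted p = 0.000115, without the block 0.265), Pdx1 by -1.46 (standard error 0.25, adjusted p = 2.80e-07, without the block 0.106) and Nkx6-1 by -1.69 (standard error 0.29, adjusted p = 5.29e-07, without the block 0.0692). Without the block, 7 of the 8 passed in Ribo-seq, from 3.33e-09 (G6pc2) to 0.00934 (Nkx6-1), and Nkx2-2 did not (adjusted p = 0.0795). In the check of the pairing by experiment, the mean r was 0.540 in mRNA-seq and 0.145 in Ribo-seq.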

All 8 genes shown in Fig. 6d were also downregulated in MIN6 cells during chronic ER stress (Fig. 6e). Lastly, we examined how the regulome was regulated in the scRNA-seq dataset of T1D islets (Fig. 6f). We observed a larger decrease in expression of these genes in β-cells in comparison to other cell types in T1D (β-cells/all other cell types = 57.23%/ 29.13 ± 0.79%). Only 7.51% of the gene set showed an increase in β-cells, lower than other cell types (12.95 ± 2.23%). Collectively, our analysis revealed reduced abundance of distinct mRNAs of β-cell chronic ER stress genes in T1D. This finding supports the hypothesis that chronic ER stress adaptation likely fails in β-cells in T1D, leading to targeted downregulation of β-cell function- and identity-specific mRNAs. We propose failure to adapt to chronic ER stress, or βEAR (Supplementary Data 3), may contribute to the pathogenesis of T1D.

### Cycles of chronic ER stress lead to decreased plasticity and loss of β-cell-specific gene expression

Decreased expression of β-cell-specific genes in T1D islets and β-cells from T1D patient islets suggested inadequate adaptation to chronic ER stress. To test this, we compared the expression profile of the MIN6 β-cell-specific adaptome (78 genes) with scRNA-seq data from T1D and healthy donor β-cells. We found overlap of 46 of these genes expressed in both healthy donors and T1D patients. In contrast to upregulation during chronic adaptation in MIN6 cells (Supplementary Fig. 4c**)**, most adaptome genes were downregulated in T1D patients compared to healthy donors (Fig. 7a). Notably, the expression of the UPR sensor *BiP*^64^, was significantly increased in T1D patients. Strikingly, the relative expression of these genes in α- and δ-cells is different than in β-cells; many genes were upregulated in α- and δ-cells, including *BiP*, suggesting partial adaptation to ER stress in these cell types (Supplementary Fig. 6a, b). Our data indicate β-cells in T1D subjects are likely more sensitive to ER stress and lose their adaptive ER proteostasis faster than other cell types during disease progression.

**Fig. 7:**
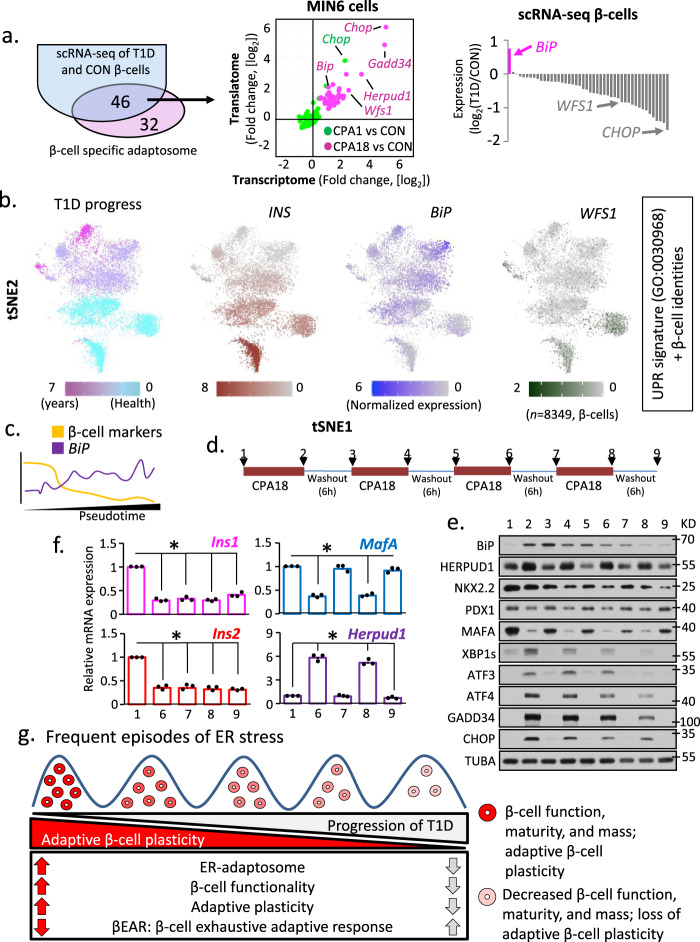
Progression of T1D pathogenesis correlates with ER-stress-induced adaptive exhaustion and suppression of β-cell maturity markers. **a** Schematic representation of the common genes between the β-cell specific adaptome in MIN6 cells (78 genes) and the β-cells scRNA-seq datasets. Plots show the regulation of the 46 genes in MIN6 cells during acute and chronic ER stress (middle) and β-cells scRNA-seq from healthy and T1D patients (right). **b** Relevant distance in gene expression between two data sets: (tSNE1) scRNA-seq dataset from all human β-cells (healthy and T1D, 8349) and (tSNE2) the expression of a group of genes consisting of both, the UPR signature genes (GO:0030968), and 6 β-cell-specific gene markers (INS, PAX6, NKX2.2, NKX6.1, MAFA and PDX1). Colored from left to right, T1D progression, *INS*, *BiP* and *WFS1*. Darker color indicates higher expression of the respective genes. Raw data were normalized as described in Materials and Methods. **c** pseudotime analaysis of tSNE data from b, showing decrease in β-cell markers and increase in *BiP*. **d** Schematic of stress/recovery cycles and Western blot analysis of UPR and β-cell identity genes. **e** Western blot analysis of the indicated proteins in MIN6 cell extracts isolated from the time points indicated in **d**. **f** qRT-PCR analysis of RNA levels normalized to *GAPDH* mRNA, for *Ins1*, *Ins2*, *MafA* and *Herpud1* mRNAs in the last 2 stress/recovery cycles. *n* = 3 independent experiments. Error bars represent S.E.M. All comparisons were to sample 1. *p*-value represents the statistical test by two-tailed paired Student’s *t*-test. Dots in all plots represent independent experiments. Individual *p*-values (*) and source data are provided as a Source Data file. **g** Working hypothesis model of βEAR in T1D pathogenesis.

Next, we looked at the relevant distance in gene expression between (i) the scRNA-seq dataset from all human β-cells (healthy and T1D, 8,349) and (ii) the expression of UPR signature genes (GO:0030968)^29^ and β-cell-specific gene markers (*INS, PAX6, NKX2.2, NKX6.1, MAFA*, and *PDX1)*. Similarity was determined via the t-distributed stochastic neighbor embedding algorithm, or t-SNE^65^(Fig. 7b). This analysis identified clusters of β-cells with the UPR signature but heterogeneous UPR marker gene expression. By mapping the T1D disease progression (Supplementary Fig. 5b) on the UPR signature clusters of β-cells, we identified clusters corresponding to healthy donors and others derived from patients with more advanced T1D (Fig. 7b). This further supported differential clustering of gene expression patterns for healthy and T1D subjects (Supplementary Fig. 6c). We then determined the expression of *INS* mRNA in each cluster to define β-cell identity, and found good correlation between high levels of *INS* expression and healthy donors. We also noticed a decline of *INS* mRNA abundance with T1D pathogenesis and an anti-correlation between *INS* and *BiP* gene expression with T1D pathogenesis (Fig. 7b). In agreement with unresolved ER stress, expression of the β-cell adaptome marker *WFS1* was decreased in T1D pathogenesis (Fig. 7a, b), and was more abundant in the healthy β-cell clusters. Finally, in order to define the maturity of β-cells in T1D subjects, we performed pseudo-timing analysis by in silico pseudo-time reconstruction in single-cell RNA-seq analysis using TSCAN^66^, and Monocle 3^67^ packages in R. We showed a gradual decrease of β-cell markers and increase of BiP (Fig. 7c). Taken together, these data suggest β-cells from T1D patients experience an unresolved UPR.

It has been recently reported that heterogeneity in β-cell maturity in islets is essential for their function in vivo^68^. Thus, our data showing ER stress decreases expression of genes involved in β-cell maturity, combined with the documented heterogeneity of β-cells in islets in vivo, suggests that β-cells undergo cycles of ER stress and recovery in response to metabolic stress. We therefore reasoned the collapsing chronic ER stress adaptation response in T1D islets could result from exposure to frequent ER stress cycles or after prolonged ER stress. We therefore tested these two hypotheses in MIN6 cells. The UPR markers showed complete reversibility after prolonged stress (Supplementary Fig. 7a, b). Although prolonged ER stress decreased cell survival (Supplementary Fig. 7c, d), the surviving cells did not indicate increased cleaved caspase 3 (Supplementary Fig. 7e). Our data suggest β-cells can endure prolonged ER stress and still recover.

We next determined the effect of multiple cycles of recovery from chronic ER stress exposure on the levels of stress-induced and β-cell specific proteins. MIN6 cells were challenged with four cycles of 18 h CPA treatment followed by 6 h recovery in fresh medium (Fig. 7d). We showed an increase of cell loss with cycle number (Supplementary Fig. 7f); however, no cleaved Caspase 3 was detected at the end of the fourth stress cycle, suggesting the attached cells were resilient to cyclic ER stress (Supplementary Fig. 7g). We next examined the expression of UPR genes and β-cell identity markers in response to the stress/recovery cycles. We found a gradual reduction of UPR proteins with increasing cycle number. Expression of *BiP* was induced in the first cycle of CPA treatment, but expression was not increased in subsequent cycles (Fig. 7e). In agreement with basal UPR being essential for β-cell health^69^, BiP and XBP1s were expressed in control MIN6 cells (Fig. 7e). Although these data suggest *BiP* regulation is lost with stress/recovery cycling, protein levels remained higher in cycling than in untreated cells (Fig. 7e). Notably, the β-cell marker NKX2.2 showed a decrease and partial recovery during the second and third stress/recovery cycle, but was unchanged following the first cycle, and NKX2.2 protein levels gradually decreased with cycles (Fig. 7e). MAFA, on the other hand, was affected by early stress cycles; MAFA showed a significant decrease, with partial recovery at the end of the first and subsequent cycles (Fig. 7e). Lastly, we found a significant irreversible reduction in *Ins1* and *Ins2* gene expression in the last two stress cycles (Fig. 7f). The pattern of changes in *MafA* and *Herpud1* mRNA levels in the last two cycles were in good correlation with the changes in their protein levels (Fig. 7e, f). Taken together, these results show increasing frequency of stress/recovery cycling progressively diminish β-cell plasticity and the return to homeostasis. Since T1D is a condition of increased β-cell sensitivity to environmental and nutritional factors, we propose frequent episodes of chronic ER stress in β-cells may contribute to diminution of β-cell identity and promote β-cell loss (Fig. 7g).

Although we focused on molecular adaptive plasticity here, metabolic plasticity is also expected to be part of the adaptation mechanism to chronic ER stress^70,71^. We found biosynthesis of cholesterol, owing to its importance for GSIS^72^, decreased during chronic ER stress and gradually recovered upon stress removal (Supplementary Fig. 8a); the inhibition of cholesterol biosynthesis was consistent with the adaptive response of β-cells to chronic ER stress. While *Ins* mRNA levels decrease, mechanisms of inhibition of secretion of proinsulin or insulin such as decreased cholesterol biosynthesis can generate a reserve pool of insulin for recovery from stress.

## Discussion

T1D is preceded by β-cell dysfunction in islets, but the mechanisms are not well understood^73,74^. ER stress could cause β-cell dysfunction and progression of T1D. In the T1D microenvironment, ER stress can develop via several factors inherent to β-cells or in response to cytokines secreted by local T cells and macrophages^74^. Here, we tested the intrinsic effect of ER stress and the impact of recovery from stress on β-cell identity as a means to understand the pathogenesis of T1D. Using a chemical that reversibly elicits an ER stress response, we revealed plasticity of β-cells during their response to chronic stress. We showed during chronic stress, β-cells undergo a homeostatic change associated with reprogramming of their transcriptome and translatome. Chronic stress altered more than half of genes known to participate in ER protein processing, while also compromising β-cell identity. Upon relief from stress, β-cells regained their mature identity, indicating plasticity. This suggests that episodes of ER stress, even at high amplitude, are tolerated by β-cells in a manner designed to protect ER function.

Importantly, frequent repeated cycles of ER stress diminished β-cell plasticity, as shown by an inability to recover expression of their identity genes, including *Ins1* and *Ins2*. Laser-captured islets and scRNA-seq data from patients with T1D indicated gene expression alterations in T1D β-cells consistent with a model of ER stress adaptive exhaustion and deregulation of the β-cell ER adaptome during disease progression. Thus, it appears that frequent cycles of ER stress over time exhaust the adaptation machinery of β-cells to promote an ultimately irreversible loss of function that likely facilitates T1D pathogenesis.

Our findings on adaptive plasticity to chronic ER stress are reminiscent of recent studies on β-cell heterogeneity in vivo, as a requirement for islet function^68,75^. It was shown in a mouse model that adult islets are composed of mature and immature β-cells, and the balanced expression of these β-cell populations was important for the physiological metabolic response of the islets^68^. The authors indicated that β-cell isolation from islets can eliminate differences in maturity. We can speculate that subpopulations of β-cells in islets represent cells in states of adaptation to ER stress (low levels of *MafA* and *Pdx1*) and recovery from ER stress (high levels of *MafA* and *Pdx1*). Therefore, the heterogeneity in β-cell maturity in normal islets may be a physiological response to cycles of ER stress and recovery in vivo.

In our experimental system of CPA-induced ER stress, proinsulin exited the ER and formed granule-like structures. The correlation with the decreased maturation of PCSK2, the protease that cleaves proinsulin to produce the mature insulin^76^, and decreased lysosomal activity, a mechanism of clearance of insulin granules^77^, may implicate these events as part of that mechanism. Additional possibilities could include changes in luminal acidification^78^ and decreased cholesterol in immature secretory granule membranes^79^. Furthermore, dysfunction of the zinc transporter SLC30A8, a known autoantigen in T1D, can also impact proinsulin processing^80^. Interestingly, cholesterol biosynthesis (Supplementary Fig. 8a) and the RNA levels of SLC30A8 decreased during chronic ER stress in MIN6 cells, supporting multiple potential contributions to the inhibition of proinsulin processing.

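Slc30a8, on chromosome 15 from 52295553 to 52335798 of GRCm38, encodes a zinc transporter of insulin granules. Its mRNA-seq level went from 165 ± 42.8 RPKM in control to 67.8 ± 6.93 in CPA18 (SD, n = 3), a log2 fold change of -1.25 (standard error 0.25, adjusted p = 1.26e-05, without the block 0.146), with -1.58, -1.04 and -1.15 in experiments 1, 2 and 3. In Ribo-seq the change was -1.60 (standard error 0.18, adjusted p = 4.12e-13, without the block 6.11e-07). The mean r behind the block was 0.540 in mRNA-seq and 0.145 in Ribo-seq.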

Our studies in MIN6 cells can be considered a novel methodology to identify biomarkers for T1D and T2D pathogenesis. Most of the 11 genes identified here (Fig. 6) associate with T1D and T2D, suggesting a role of ER stress adaptation in the diabetic homeostatic state. Remarkably, seven of the 11 signature genes are associated with either insulin maturation or GSIS. PCSK1/3 and PCSK2 are involved in the C-peptide removal from proinsulin, a crucial step in insulin maturation. Deficiency of three plasma membrane proteins (GLP1R, ABCC8, and P2RY1) is tightly linked to abnormal GSIS and associated with diabetes^81–83^. Two secreted proteins, PPP1R1A and SCGN, also showed decreased levels in both ER stress adaptation in MIN6 cells and T1D patients. PPP1R1A is an inhibitor of the protein-phosphatase 1, and is positively correlated with insulin secretion and negatively with HbA1c. SCGN is an insulin-interacting calcium sensor protein that stabilizes insulin. Due to the secretion property of these two proteins, they have been proposed as biomarkers for diabetes detection^84,85^. SYT4, Synaptotagmin 4, localizes in mature insulin granules and is important for GSIS; SYT4 overexpression increases GSIS threshold, while ablation compromises GSIS^86^. Finally, we implicate a new diabetic candidate gene VAL1L, Vesicle Amine Transport 1-Like, associated with ER stress adaptation in MIN6 cells and T1D. Overall, our data suggest the genome-wide cellular response in MIN6 cells can lead to new discoveries in the pathogenesis in diabetes.

Although our current study modeled changes typical of pre-T1D, alternative experimental systems can study T2D pathogenesis. For example, lipotoxicity can induce ER stress in tissue cultured β-cells, and is a factor associated with β-cell loss in T2D. Similar to the studies presented here via the use of a chemical ER stressor, palmitic acid-induced ER stress in MIN6 cells results in a similar reversible decrease in MAFA protein levels (Supplementary Fig. 8b, c). Future studies can determine the commonalities between different physiological and pathological stressors and the bona fide ER stress cellular response described here.

One limitation of our study is that while MIN6 cells provide an excellent system to discover factors involved in the resilience of β-cells to chronic ER stress, mimicking the range of stressors in human diabetes that include hyperglycemia, hyperlipidemia, cytokine action, etc. or paracrine interactions in the islet environment is not possible. We showed that in mouse islets treated with CPA, levels of MAFA in β-cells decreased, followed by quick recovery when CPA was washed out (Supplementary Fig. 9a, b). Furthermore, GSIS was blunted in CPA-treated cells and resumed recovery when CPA was washed out (Supplementary Fig. 9c). Hence, future experiments mimicking the islet microenvironment in cultured mouse and human islets would provide invaluable insight into states of reversibility, regulation, and function of βEAR and pave the way for novel approaches preventing the loss of functional β-cell mass in T1D.

## Methods

### Cell lines, cell culture conditions

Mouse insulinoma MIN6 cell was purchased from AddexBio Technologies (Catalog no.C0018008). Human EndoC-βH3 was purchased from Human Cell Design. MIN6 cells were cultured in DMEM containing 4.5 g/L glucose, 10% heat-inactivated FBS, 1 mM sodium pyruvate, 0.1% β-mercaptoethanol, 2mM L-glutamine and 100 U/mL of Penicillin and Streptomycin. Rat insulinoma INS1E cells were cultured in RPMI 1640 containing 2 g/L glucose, 10% FBS, 10 mM HEPES, 0.1% β-mercaptoethanol, 2mM L-glutamine and 100 U/mL of Penicillin and Streptomycin. Human EndoC-βH3 cells were cultured in DMEM containing 5.6 mM glucose, 2% BSA fraction V, 10 mM nicotinamide, 5.5 μg/mL transferrin, 6.7 ng/mL sodium selenite, 50 μM 2-mercaptoethanol, 100 U/mL Penicillin, 100 U/mL Streptomycin and 10 μg/mL puromycin. Cells were cultured at 37 °C, supplied with 5% CO_2_. MIN6 and INS1E cells were subcultured in a 1-to-4 ratio weekly. EndoC-βH3 cells were subcultured in a 1-to-2 ratio biweekly. For shRNA knockdown experiments, lentiviral particles expressing shRNA against the eIF4E mRNA was prepared and propagated in HEK293T cells as described previously^5^ using the second generation pLKO.1, psPAX2 and pMD2.G vectors. After two rounds of lentiviral infection, cells were selected under puromycin (10 μg/mL) for three days.

### Chemicals, reagents and antibodies

Chemicals used in this study: CPA (200 μM, MIN6; 50 μM, INS1E; 500 μM, EndoC βH3) (Tocris). Met/Cys-deficient DMEM medium (Gibco). N-ethylmaleimide (NEM) (Sigma-Aldrich). Trans ^35^S-amino acids (PerkinElmer). Complete Mini Protease Inhibitor Cocktail (Roche). Dithiothreitol (Sigma). Protein A agarose (Invitrogen). Cycloheximide (100 μg/ml) (Sigma-Aldrich). MG132 (10 μM, Sigma-Aldrich) and Bafilomycin A1 (400 nM, APExBIO) were used for the designated times. Palmitic acid (400 mM) (Sigma-Aldrich), Oleic acid (400 mM) (Sigma-Aldrich). CellTiter-GloR Luminescent Cell Viability Assay (Promega) was used to measure cell viability according to manual. Lysosomal Intracellular Activity Assay Kit (Abcam) was used to measure lysosomal activity according to user manual. Antibodies for Western blot analysis: Rabbit anti-ATF4 (1:1000, Cell Signaling); Rabbit anti-BiP(GRP78) (1:1000, Cell Signaling); Mouse anti-CHOP (1:1000, Cell Signaling); Mouse anti-eIF2α (1:1000, Santa Cruz); Rabbit anti-eIF2α-phospho (Ser51) (1:1000, Abcam); Rabbit anti-GADD34 (1:1000, Santa Cruz); Rabbit anti-PERK (1:1000, Cell Signaling); Rabbit anti-HERPUD1 (1:2000, Cell Signaling); Mouse anti-α-TUBULIN (1:4000, Sigma-Aldrich); Mouse anti-Proinsulin (1:1000, Novus Biologials); Rabbit anti-MAFA (1:2000, Cell Signaling); Rabbit anti-PCSK2 (1:1000, Cell Signaling); Rabbit anti-PDX1 (1:2000, Cell Signaling); Rabbit anti-NKX2.2 (1:1000, Invitrogen); Guinea pig anti-p62(SQSTM1) (1:1000, Progen Biotechnik); Rabbit anti-LC3(ATG8) (1:1000, Novus biologicals); Guinea pig anti-Insulin antibody (1:200, Covance). Immunofluorescence staining antibodies: Rabbit anti-PDI(P4HB) (1:200, Sigma-Aldrich); Rabbit anti-ERGIC53 (1:200, Sigma-Aldrich); Goat anti-rabbit IgG Alexa-488 (1:200, Invitrogen); Goat anti-mouse IgG Alexa-594 (1:200, Invitrogen); Hoechst33324 (8 μM, Invitrogen).

### Protein sample preparation for Western blot analysis

For protein extraction, cells were washed twice with ice-cooled 1xPBS before lysis. Ice-cooled lysis buffer (50 mM Tris-HCl pH7.5, 150 mM NaCl, 2 mM EDTA, 1% NP-40, 0.1% SDS, 0.5% sodium deoxycholate, supplemented with EDTA-free protease inhibitor (Roche Applied Science) and PhosSTOP phosphatase inhibitor (Roche Applied Science) was added to cells. Cells were scraped off and sonicated on ice. Protein lysates were centrifuged for 5 min in 10,000 × *g* at 4 °C. Supernatant was collected and quantified by DC Protein Assay Kit (Bio-Rad). The lysate was diluted to 1 μg/μL by using lysis buffer. The diluted lysates were mixed with 5x sampling buffer (300 mM Tris-HCl pH6.8, 50% glycerol, 10%(v/v) β-mercaptoethanol, 10%(w/v) SDS and 50 mg bromophenol blue) or Pierce Lane Marker Non-Reducing Sample Buffer (Thermo Scientific) in a 1-to-4 ratio for reducing or non-reducing Western blot analysis, respectively. For non-reducing analysis, gels were soaked with 25 mM DTT for 10 min before electrotransfer to Immobilon-P PVDF membrane (Sigma-Aldrich).

### Proinsulin secretion and dot blotting

MIN6 cells were plated onto 10 cm plates and cultured in the cell growth medium until reaching to 60–70% confluency. Cells were treated with 200 μM CPA in a fresh medium until 1 h before the designated treating times. The cell was quickly washed with pre-warmed 1x PBS, before refreshing 10 mL culture medium with or without CPA. Cells were cultured for 1 h at 37 °C. 8 mL culture medium was collected in a 15 mL centrifuge tube and centrifuged at 100 × *g* for 3 min. Top 4 mL medium of the supernatant was collected for dot blotting analysis. The supernatant was stored in at −80 °C and analyzed within 1 week.

Supernatants containing secreted proinsulin from the treated cells were transferred to PVDF membranes (Thermo Scientific) at increasing amounts (50, 100 and 150 μL) by using Minifold I microsample filtration manifold (Schleicher and Schuell). MIN6 cell lysates and fresh medium were used as positive and negative controls, respectively. The membrane was incubated in 1xTBST containing 5% skim milk for 30 min at 25 °C with mild shaking. The membrane was washed twice with 1xTBST, followed by a standard Western blotting protocol.

### Measurement of protein synthesis rate

Protein synthesis rates were measured as previously described^22^. In brief, cells were treated with CPA for the indicated times. At the end of treatments, [^35^S]Met/Cys (30μCi/mL EXPRE^35^S Protein Labeling Mix (PerkinElmer)) was added to the cells for an additional 30 min. After labeling, cells were washed and lysed, and the radioactivity incorporated into proteins was determined by liquid scintillation counting. The protein synthesis rate was calculated as the rate of [^35^S]Met/Cys incorporation to total cellular protein from the same lysate.

### Measuring in vitro guanine nucleotide exchange factor (GEF) activity of eIF2B

EIF2B activity was measured as previously described^22^. In brief, cells were washed and scraped off in homogenization buffer (45 mM HEPES-KOH pH 7.4, 0.375 mM MaOAc, 75 mM EDTA, 95 mM KOAc, 10% glycerol, 1 mM DTT, 2.5 mg/mL digitonin, supplemented with EDTA-free protease inhibitor (Roche Applied Science) and PhosSTOP phosphatase inhibitor (Roche Applied Science)). Cell lysates were homogenized and quantified for protein concentration. The EIF2B activity was calculated as the rate of exchange from eIF2α[^3^H]GDP to nonradioactive GDP over the time points.

### Metabolic labeling of MIN6 cells and proinsulin immunoprecipitation

MIN6 cells were plated onto 12-well plates and cultured in the cell growth medium. After 0 h, 1 h or 18 h treatment with 200 μM CPA or 0.2% DMSO, cells were quickly washed with Met/Cys-deficient DMEM medium and pulse labeled with ^35^S-amino acids (Trans^35^S amino acids) for 15 min at 37 °C. Labeled cells were washed with cold PBS containing 20 mmol/L N-ethylmaleimide (NEM) and lysed in radioimmunoprecipitation assay buffer (25 mmol/L Tris, pH 7.5, 100 nmol/L NaCl, 1% Triton X-100, 0.2% deoxycholic acid, 0.1% SDS, 10 mmol/L EDTA) containing 2 mmol/L NEM and protease inhibitor cocktail. Equal amount of protein lysates were immunoprecipitated with guinea pig polyclonal anti-insulin antibody and protein A agarose overnight at 4 °C. Immunoprecipitates were washed and analyzed by reducing 4–12% NuPAGE Bis-Tris Gel SDS-PAGE, followed by phosphorimaging, and bands were quantified with ImageJ software.

### Polysome profile and RT-qPCR

MIN6 cells were plated onto 15 cm plates and cultured in the cell growth medium until reaching to 60–70% confluency. After 0 h, 1 h or 18 h treatment with 200 μM CPA, cells were quickly washed with precooled 1x PBS twice, then lysed with RIPA buffer. The sample was layered on 10–60% sucrose gradients (20 mM Tris-HCl ph7.4, 150 mM NaCl, 10 mM MgCl2, 1 mM DTT). The tubes were centrifuged at 36,000 rpm (221632.5 × *g*) at 4 °C for 3 h. The samples were fractionated into ten collection tubes. The first collection tube was discarded and total RNA of the rest of nine tubes was purified by Trizol (Invitrogen). Reverse transcription was performed with ProtoScript II (New England Biolabs) according to the company instructions. QPCR was done by using the StepOnePlus Real-Time PCR System (Applied Biosystems).

### RNA preparation and qRT-PCR

Cells were washed twice with ice-cooled 1xPBS on ice after the designated treatments. Total RNA was extracted using TRIzol LS reagent (Invitrogen). The cDNA was synthesized using SuperScript III First-Strand Synthesis SuperMix (ThermoFisher). The relative quantity of specific mRNAs was measured by using VeriQuest SYBR Green qPCR Master Mix (ThermoFisher) with StepOnePlus Real-Time PCR System (Applied Biosystem). Primers used in this study are listed in SupplementaryTable 5.

### Immunofluorescence staining

MIN6 and INS1E cells, were plated on glass microscope cover slips (ThermoFisher) in 6 cm culture dishes and were allowed to grow for 48 h. For Human EndoC-βH3 cells, cells were plated on coated (matrigel (1:500), Sigma-Aldrich and fibronectin (1 μg/cm^2^), Sigma-Aldrich) glass microscope cover slips (ThermoFisher) in 6 cm culture dishes and allowed to grow for 1 week. After the designated treatments, cells were washed twice with ice-cooled 1xPBS on ice. Cells were fixed with 4% paraformaldehyde for 10 min. Fixed cells were washed twice with ice-cooled 1xPBS and incubated in PBST (1xPBS + 0.02% Triton X-100) for 15 min, PBST with 10% FBS for 30 mins, and PBST with 10% FBS and primary antibodies at 4 °C for 16 h. After washing with ice-cooled PBST twice, cells were incubated in PBST with 10% FBS and secondary antibodies for 2 h in dark. This was followed by washing with ice-cooled PBST twice and nuclei staining with Hoechst 33342 for 5 min in dark. After washing with ice-cooled PBST twice, cells were mounted in Fluoromount-G (Electronic Microscope Sciences) and sealed with clear nail polish on microscope slides. The images were captured using a Leica SP8 confocal microscope. Imaging areas were randomly selected in a single-blind manner by a microscope specialist. Four imaging areas were fetched in each condition, while a representative image was shown.

### GSIS in MIN6 cells

MIN6 cells were plated onto 6 cm plates for GSIS analysis. To optimize the measurement, 500,000 cells were plated and medium was refreshed every day. After two days recovery, cells were treated with 200 μM CPA or 0.2% DMSO in a fresh medium of the designated treating times. Cells were quickly washed with pre-warmed KRB buffer (120 mM NaCl, 20 mM HEPES, 5 mM KCl, 2 mM CaCl2, mM MgSO4, 0.5% BSA, pH7.4) twice. After washing, cells were incubated with 1 mL of KRB buffer with 2.8 mM glucose for 1 h at 37 ^o^C. After incubation, the buffer was replaced with 1 mL of KRB with 2.8 mM glucose or 1 mL of KRB with 16.8 mM glucose for 1 h at 37 °C. The supernatant was collected into a 1.7 mL tube, then centrifuged at 100 × *g* for 3 min. The upper 1 mL of the supernatant was collected for evaluation of GSIS analysis. The analysis was done by using Mouse Insulin ELISA kit (10-1247-01 Mercodia) according to the manufacturer’s instruction.

### Mouse pancreatic islet of Langerhans isolation and GSIS evaluation

Islets were isolated from C57BL/6 J (the Jackson Laboratory, stock no.000664) six-week-old male mice, for ex vivo immunofluorescence and GSIS studies. The mouse work was approved and maintained in the Animal Resource Center in Case Western Reserve School of Medicine with all relevant ethical regulations. The mice were maintained on a normal mouse diet and a 12 h/12 h light/dark cycle, with the temperature ranging between 70°F-75°F, the humidity was ranging between 30%-40%. The islet purification protocol has been previously described. Briefly, mice were anesthetized by Nembutal. The pancreas was removed, briefly washed with 1xPBS twice. The pancreas was digested with 1000 U/mL collagenase for 15 min with shaking (60 rpm). The sample was centrifuged at 290 × *g* for 30 seconds. The pallet was transferred to a 10 cm plate with pre-warmed islet medium (DMEM supplemented with10% FBS and 1% PSQ) and cultured at 37 °C for 1 h. Single islets were collected and incubated with pre-warmed fresh islet medium and allowed to recover for 24 h before experimentation. For immunofluorescence, 10 islets were collected into a 1.7 mL tube and incubated with 200 μM CPA or 0.2% DMSO for the designated times. Islets were washed with precooled 1xPBS twice and were used for subsequent immunofluorescence experiments. For GSIS, 20 islets were collected into a 1.7 mL tube and incubated with 200 μM CPA or 0.2% DMSO for the designated times. After washing with pre-warmed 1xPBS, islets were incubated with 1 mL of KRB buffer with 2.8 mM glucose for 1 h at 37 °C. After incubation, the buffer was replaced with 1 mL of KRB with 2.8 mM glucose or 1 mL of KRB with 16.8 mM glucose for 1 h at 37 °C. The supernatant was collected into a 1.7 mL tube, and then centrifuged at 100 × *g* for 3 min. The upper 0.5 mL of supernatant was collected for GSIS analysis. The analysis was done by using the Mouse Insulin ELISA kit (10-1247-01 Mercodia) according to the manufacturer’s instructions.

### Quantification of MAFA fluorescence intensity in mouse islets

The raw, multiple Z-section confocal images were used for the measurement. To avoid a multiple calculation from the same cell, five z-sections from the upper layers of the islet images were stacked. The fluorescence intensities of MAFA staining and Hoechst 33324 nucleus staining were measured by ImageJ. A related MAFA expression level per cell was calculated by MAFA value/nucleus staining intensity of the same islet cell. The value of MAFA intensity smaller than 50 (8-bit intensity scale) was removed to avoid an inclusion of other cell types in the same islet in the statistical analysis.

### Deep sequencing library generation

The general procedures for generation of mRNA-seq and Ribo-seq libraries were previously reported by us and others. In brief, cells were washed twice by ice-cooled PBS with 100 μg/ml cycloheximide (Sigma-Aldrich) before harvest. Lysis buffer (10 mM Tris, pH 7.4, 100 mM NaCl, 140 mM KCl, 10 mM MgCl_2_, 1 mM DTT, 1% (v/v) Triton X-100, 500 U/mL RNasin and 100 μg/mL cycloheximide) was added and cells were scraped fast on ice. The lysate was centrifuged for 5 min in 500 × *g* at 4 °C. The supernatant was collected and centrifuged for 10 minutes in 10,000 × *g* at 4 °C. The supernatant was collected for mRNA and monosome enrichments. For mRNA enrichment, total RNA was extracted from lysates with TRIzol LS reagent (Invitrogen). The RNA with poly adenosine tract was purified by a Magnetic mRNA Isolation Kit (New England Biolabs) according to the user manual. The RNA with poly adenosine tract was fragmented with an alkaline buffer (2 mM EDTA, 10 mM Na_2_CO_3_, 90 mM NaHCO_3_, pH ≈ 9.3) treatment for 40 min at 95 °C. For monosome enrichment, lysates were treated with RNase If (50U/100 μg, New England Biolabs) for 40 mins at 25 °C. Ice-cooled open top 10–50% sucrose gradient centrifuge tubes (14 × 89 mm, SETON) were generated by Gradient master 108 (Biocomp). The digested lysate was loaded on top of the gradients and were centrifuged in a SW41Ti rotor (Beckman) for 2 h in 40000 rpm (273620.3 × *g*) at 4 °C in an L-70 ultracentrifuge (Beckman). The monosome enriched fraction was collected by a PGFip Psiton Gradient Fractionator (Biocomp). Total RNA was purified and extracted by TRIzol LS reagent. RNA length between 20 to 40 bases was size selected by 15% TBU gel (Invitrogen). The 3’ ends of the selected RNA fragments were dephosphorylated by T4 PNK (New England Biolabs). Ribosomal RNA was removed from the RNA isolated from monosome enrichment, by NEBnext rRNA depletion kit (New England Biolabs). RNA was ligated with Linker-A (New England Biolabs) by T4 RNA ligase II KQ (New England Biolabs). Ligated RNA fragments were size selected by 10% TBU gels (Invitrogen). Selected RNA was reverse transcribed (RT) with in-house-designed DNA oligos (Supplementary Data 5) by ReverTra Ace (Toyobo) according to the user manual. The RT product was circularized with CircLigase II ssDNA Ligase (Lucigen). The libraries were amplified by Phusion High-Fidelity DNA Polymerase (New England Biolabs) for 10 polymerase-chain-reaction (PCR) cycles with in-house-designed indexed PCR oligos (Supplementary Data 5). PCR products between 140 to 170 bps were collected by 4–20% TBE gel (Invitrogen) for deep sequencing. The libraries were quantified and sequenced by Novogene Corporation in Illumina HiSeq platform. Three independent experiments were performed for bioinformatics analysis.

### Islet microdissection and microarray analysis

The existing microarray raw data was utilized in this study; the preparation was described previously^30,31^. In brief, frozen tissue was obtained from the Network for Pancreatic Organ donors with Diabetes (nPOD) (Supplementary Data 4)^87^. Optimal cutting temperature slides of pancreatic tissue were used for laser-capture microscopy that was conducted on an Arcturus Pixcell II laser capture microdissection system (Arcturus Bioscience). All islets visible in two to five sections from each sample were pooled, and RNA was extracted using the Arcturus PicoPure RNA Isolation Kit (Applied Biosystems). RNA quantity and quality were determined using a Bioanalyzer 2100 (Agilent Technologies). RNA samples were subjected to gene expression analysis using Affymetrix expression arrays (ThermoFisher). Fluorescence intensity was used to refer to gene expression. Data was aggregated to minimize the identifiable information before analysis.

### Single-cell RNA sequencing analysis

The scRNA-seq raw data from T1D and healthy donors datasets were obtained from HPAP (https://hpap.pmacs.upenn.edu/)^61^. The raw data were pooled and normalization using SCtransform^88^ in the Seurat package in R. No additional batch-effect removal step was applied. The normalized dataset contains gene expression profiles of the 35041 islet cells, along with 23509 gene expression levels. Cell types were determined by Seurat clustering results according to the expression of pancreatic marker genes^89^. In brief, we performed a non-supervised Uniform Manifold Approximation and Projection (UMAP)^90^ of the dataset to cluster cells with similar expression profiles. Totally 8349 cells, which contain β-cell identities, were defined as β-cell for the study. For the UPR study, the cell profiling was done by a machine learning approach via the Rtsne package in R according to the expression of the UPR signature (GO:0030968) and 6 β-cell identity genes, *INS*, *PAX6*, *NKX2.2*, *NKX6.1*, *MAFA* and *PDX1*. Patients’ information used in this study was listed in Supplementary Fig. 4b.

### in silico pseudo-time reconstruction of scRNA-seq

The pseudo-time reconstruction of scRNA-seq was done by Monocle 3^67^ and TSCAN^66^ packages in R in a default setting. In brief, a dataset contained the expression information of the UPR signature (GO:0030968) and 6 β-cell identity genes of the 8349 cells. Data were preprocessed to reduce dimensionality, via UMAP for single-cell trajectory. The expressions of the average of β-cell identity genes and BiP along the trajectory were fetched for the analysis.

### Cholesterol synthesis measured by GC-MS

Cholesterol synthesis was determined following deuterium labeling incorporation from deuterium-enriched media. In brief, MIN6 cells were incubated in the medium containing 10% deuterated water (^2^H_2_O, molar percent enrichment) with CPA for 18 h (CPA18); while without CPA served as control. For the recovery sample, after 18 h of CPA treatment, the cells were washed twice with 1xPBS and refreshed with the medium containing 10% deuterated water for 24 h incubation. After incubation, the supernatant was collected for determination of deuterium enrichment in the medium. After 1xPBS wash twice, cells were trypsinized and pelleted by centrifugation at 4 °C at 650 × *g* for 5 min. Cell pellets were washed with 1xPBS and pelleted by centrifugation at 4 °C at 650 × *g* for 5 min. Supernatants were discarded and pre-cooled methanol was added into the tubes containing cell pellets. After mixing by inversion for 5 times, cells were pelleted by centrifugation at 4 °C at 650 × *g* for 5 min. The supernatant was discarded and pellets were stored at −80 °C until extraction.

The ^2^H-labeling of body water was determined by the exchange with acetone, as previously described by^91^ and further modified. In brief, 5 µL of cellular medium or standard were reacted for 4 h at room temperature with 5 µL of 10 N KOH and 5 µL of acetone. Headspace samples were injected into GC/MS in split mode (1:40). Acetone m/z 58 and 59 were monitored. Isotopic enrichment was determined as ratio of m/z 59/(58 + 59) and corrected using a standard curve.

For cholesterol extraction, cell pellets in the tubes were homogenized frozen in 600 µl of Folch solution (chloroform:methanol, 2:1, v/v) on dry ice. After addition of 0.4 volumes of ice-cold water, cells were homogenized again and let incubate on ice for 30 min. Homogenates were centrifuged at 4 °C at 20,000 × *g* for 10 min. Upper methanol/water layer was discarded. Internal standard (heptadecanoic acid) was added to the bottom chloroform layer and was evaporated to dryness. Cholesterol was then converted to TMS (trimethylsilyl) derivative by reacting with bis(trimethylsilyl) trifluoroacetamide with 10% trimethylchlorosilane (Regisil) at 60 °C for 20 min. Resulting TMS derivatives were run in GC-MS.

GC-MS conditions used for the analysis were carried out on an Agilent 5973 mass spectrometer equipped with 6890 Gas Chromatograph. A DB17-MS capillary column (30 m × 0.25 mm × 0.25 μm) was used in all assays with a helium flow of 1 mL/min. Samples were analyzed in Selected Ion Monitoring (SIM) mode using electron impact ionization (EI). Ion dwell time was set to 10 msecs. Cholesterol m/z 368–372 were monitored to detect isotopic label incorporation.

The absolute cholesterol biosynthesis was computed as follows. Cholesterol GC-MS data were corrected for natural abundance and resulting enrichments were divided into precursor isotopic enrichment of media deuterium (10%) to follow precursor-product relationship. This resulted in fractional synthesis rate. Absolute cholesterol synthesis rate was determined by multiplying fractional rate by the cholesterol content which was determined using internal standards.

### Biostatistics and bioinformatics

Mouse RNA reference (GRCm38.p6.rna) was used for sequencing reads alignment. The alignment was done by Bowtie2^92^ in an in-house-established Galaxy platform. In brief, raw sequencing reads were filtered by quality, Q30 > 90%. The length of reads between 15 and 40 were selected. The selected reads were aligned to the RNA reference with parameters of equal or higher than 95% identity and less than one mismatch was allowed. Genes with at least one read aligned and identified in all three independent experiments were collected for further analysis. Transcript count was calculated as reads per kilo-base per million reads of total aligned reads (RPKM). Ribosome occupancy (Ribo^ocp^) of a transcript was calculated as the mean of transcript count in Ribo-seq divided by the mean of transcript count in mRNA-seq. Gene functional annotations were done in KEGG: Kyoto Encyclopedia of Genes and Genomes (https://www.genome.jp/kegg/) and Gene Ontology Resource (http://geneontology.org/). Data analysis, statistics and presentations were done by R (https://www.r-project.org/) and Excel (Microsoft). Bar charts were done by Excel. Heatmaps were done by Heatmap2 package in R. Scatterplots, volcano plots and violin plots were done by the Ggplot2 package in R.

The statistics of the heatmaps in Fig. 3 was done by Excel. For Fig. 3c, the changes of transcript expression in [log2] values of CPA1 over control (acute), CPA18 over CPA1 (chronic) and CPA18 over control (overall) were calculated. The cutoffs to define whether the transcript was upregulated or downregulated were set as 0.32 or −0.32, respectively. Transcripts that showed upregulation in both acute and chronic phases were grouped into G1. Transcripts that showed upregulation in the acute phase but downregulation in the chronic phase were grouped into G2. Transcripts that showed no change in the acute phase but upregulation in the chronic phase but overall upregulation were grouped into G3. Transcripts that showed downregulation in both, acute and chronic phases were grouped into G4. Transcripts that showed downregulation in the acute phase but upregulation in the chronic phase were grouped into G5. Transcripts that showed no change in the acute phase but downregulation in the chronic phase but overall downregulation were grouped into G6. For Fig. 3d, transcripts were grouped separately according to the Ribo^ocp^ values. Transcripts that showed increased Ribo^ocp^ in both acute and chronic phases were grouped into G7. Transcripts that showed increased Ribo^ocp^ in the acute but decreased Ribo^ocp^ in the chronic phase were grouped into G8. Transcripts that showed no change of Ribo^ocp^ in the acute phase and an increase in the chronic phase, leading to overall increased Ribo^ocp^ were grouped into G9. Transcripts that showed no change of Ribo^ocp^ in the acute phase and a decrease in the chronic phase, leading to overall to decreased Ribo^ocp^ were grouped into G10. Transcripts that showed decreased Ribo^ocp^ in the acute, but increased Ribo^ocp^ i in the chronic phase were grouped into G11. Transcripts that showed decreased Ribo^ocp^ in both acute and chronic phases were grouped into G12. The functional enrichments of the 12 groups were analyzed by the KEGG pathway via the DAVID bioinformatics database. The number of genes identified in a single biological pathway was denoted.

For the transcriptome and translatome analysis the gene expression levels represent the means of RPKM of three independent experiments. The values of differential expression were determined as log2(expression in RPKM in condition 2 – expression in RPKM in condition 1) (L2DE). The cuff-off value for data filtering and statistics was set as log2 = 0.6 or −0.6, which represented at least 50% difference in RPKMs between two conditions. The definition of expression regulation was set as described previously (Guan et al. 2017). In brief, up-regulation in both mRNA abundance and ribo^ocp^, −0.6≦(x-y)<0.6, x≧0.6, y≧0.6; up-regulation in ribo^ocp^ only, (x-y)<−0.6, y > 0.6; down-regulation in both mRNA abundance and ribo^ocp^, −0.6≦(x-y)<0.6, x≦−0.6, y≦−0.6; down-regulation in ribo^ocp^ only, (x-y)>0.6, y < −0.6, where x represents the L2DE in transcriptomic data and y represents the L2DE in ribosome footprints.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Peer Review File

Description of Additional Supplementary Files

Dataset 1

Dataset 2

Dataset 3

Dataset 4

Dataset 5

## Data Availability

The RNA-seq and Ribo-seq sequencing data of the CPA treated MIN6 cells and the control generated in this study are available in the Gene Expression Omnibus (GEO) database under accession code GSE174679. All data and resources supporting the findings described in this manuscript are available in the article and in the Supplementary Information and from the corresponding author upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

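MIN6 cells were sequenced by mRNA-seq and Ribo-seq after DMSO for 18 h (control) and after 200 µM CPA for 1 h (CPA1) or 18 h (CPA18), in 3 independent experiments, which gives 18 libraries. The authors filtered the reads by quality and length and aligned them with Bowtie2 to the mouse RNA reference of GRCm38, and the counts they deposited are the raw reads on each RefSeq transcript. The authors made the deposited RPM from the counts and the library total, and the deposited RPKM from the RPM and the transcript length, whose values in nucleotides they deposited as well. The deposited RPKM was recomputed from the counts as a check, and the largest difference was 0.00111 on the log2 scale. The labels give each library its treatment, assay and replicate number. Libraries were grouped by treatment and assay, and 2 control libraries of experiment 2 whose descriptions and titles name different assays were placed by their titles.

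Transcripts were joined to genes through the RefSeq annotation of GRCm38. Of 30741 transcripts, 30232 matched with their version, 478 without it and 31 had no match and count as genes of their own, 4 of them with reads in all libraries. The 10163 transcripts with at least 1 read in all 18 libraries were summed to 6929 genes.

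Before the data were examined, the deposited tables were taken to hold RPKM only, and limma on log2(RPKM + 0.5) was set as the test. The tables hold counts, so the main test is edgeR's quasi-likelihood test on the counts (edgeR 4.0.16, R 4.3.3), with the total count as library size, the default estimates of the dispersion (estimateDisp, glmQLFit), all treatments of an assay in the fit and the replicate number as a block, and limma (3.58.1) is an alternative. A change in ribo ocp was tested as the interaction of assay and treatment over the 18 libraries, with a block for each experiment and assay. p-values were adjusted by Benjamini-Hochberg over the genes, with 0.05 as the threshold. The pairing comes from the replicate numbers in the labels, which stand for independent experiments. The reason recorded for the block before the data were examined also named heatmap ratios within experiments and paired qRT-PCR tests, but the paper takes the ratios of its sequencing data from means of RPKM, and its paired t-tests belong to other measurements. To check the pairing, deviations from the treatment means were correlated between libraries. The mean r was 0.540 for mRNA-seq and 0.145 for Ribo-seq libraries of the same experiment. Removing the treatment means fixes the mean r of libraries of different experiments near the negative of 0.5 times these values, so it is no separate evidence.

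The rule of the study on ratios of group means was applied with its thresholds of 0.6 for the comparisons and 0.32 for the groups G1 to G12, on genes summed over transcripts and without a test, although the legend of Fig. 3 also names significance. Gene sets were tested with camera from limma on the edgeR fits, over 10 sets and 9 comparisons. Its default correlation between genes was used, which is not estimated from the data and can make p-values too small for genes regulated together. Of the sets, 9 were written from general knowledge of the pathways and 1 is the UPR list of Supplementary Data 2. Named in the text are all genes that the paper's text or the panels of Figs. 3 to 7 made from these libraries name for MIN6 cells, and, for CPA18 against control in mRNA-seq and CPA1 against control in ribo ocp, the 5 largest increases and the 5 largest decreases among genes with an adjusted p under 0.05, the same sign in all 3 experiments and a mean RPKM of at least 5. Genes outside this rule are said to be named after their values were seen.

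Total counts ran from 168129 to 4755030 per library. Shares of reads carry Wilson 95% confidence intervals, and the smallest share a library can show was taken as 3 counts of its total. Both cover counting error only, and differences between cultures come on top. Groups of 3 libraries were compared by exact permutation tests for single values, for which 0.1 is the smallest two-sided p. The alternatives were another pseudocount, filter, scaling, choice of transcript, test (limma, roast and DESeq2 1.42.0), set of control libraries or set of experiments, a fit without the block, and an offset for GC content and transcript length from natural splines with 4 degrees of freedom. The rotation test roast used 9999 rotations. Sequence matches were searched with BLAST 2.17.0. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

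The scripts were also run on simulated data, with counts drawn with the dispersion of the real libraries and 200 genes changed in both assays and 200 others in Ribo-seq alone. edgeR with the block called 48 of 200 genes changed by a log2 value of 1 in mRNA-seq (24.0%), 93 in Ribo-seq (46.5%) and 127 of 200 changed by 2 in ribo ocp (63.5%), with 2, 11 and 3 calls among 6729, 6529 and 6729 unchanged genes. Without the block it called 0, 33 and 0. Simulated libraries of the same experiment and assay had the same expected share for each gene before the added changes, with noise drawn independently for each gene. The fit with the block was favoured by this, so the comparison does not test the pairing of the real libraries. Biases that act on many genes of a single library were not simulated. With no gene changed it called none. Camera called a raised set and 0 of 50 random sets. The rule on group means placed all simulated genes without noise, and with noise of 0.15 (SD, log2) 100% of them for the comparisons and 98.8% for the groups. Other experiments of the study, with human islets, mouse embryonic fibroblasts, proteins or washout, are not analysed here.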

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

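Among the tests of this part, those of the scaling and of GC content for the ribosomal protein genes, and all those for Lars2 except library size, were chosen only after the result was seen.

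The cytosolic ribosomal protein genes moved in opposite directions at the 2 time points. Relative to all genes they changed in Ribo-seq by -0.70 in CPA1 and by 0.41 in CPA18, and the difference between the time points, tested in the same fit, was 1.10 (camera adjusted p = 1.86e-71, without the block 2.96e-63, over all alternatives 1.84e-76 to 0.00180), with all 80 genes higher in CPA18 than in CPA1 one by one. The scaling of the libraries did not explain it, since the smaller of the fall and the rise, not taken relative to all genes, was at least 0.44 over 5 other scalings. With the offset for GC content and gene length the difference was 0.82, the change in CPA1 -0.55 and that in CPA18 0.23 (adjusted p = 1.57e-32 and 4.84e-12, over all alternatives 6.14e-54 to 0.00257 and 2.60e-19 to 0.00327), so part of the pattern went with the offset. With each Ribo-seq library thinned to the lowest total (168129 reads) the difference was 1.12 (-0.69 in CPA1 and 0.44 in CPA18), and over the 67 genes without a stretch shared with another gene 1.04 (-0.68 and 0.39). None of these 4 technical explanations accounts for the whole pattern, as the fall and the rise kept their signs under each. In mRNA-seq the set changed by -0.018 (adjusted p = 0.0798, without the block 0.601) in CPA1 and 0.33 (adjusted p = 2.83e-08, without the block 0.00168) in CPA18, and in ribo ocp by -0.65 (adjusted p = 1.20e-33, without the block 7.43e-20), 0.088 (adjusted p = 0.734, without the block 0.757) and, from CPA1 to CPA18, 0.66 (adjusted p = 9.89e-36, without the block 1.81e-17). Taken singly, 0 of the 80 genes passed in ribo ocp in CPA1 or from CPA1 to CPA18, with 19 decreased and 31 increased at an unadjusted p under 0.05. A candidate explanation is that ribosomes leave these mRNAs in acute stress, while the rise above control in chronic stress may lie in the abundance of the mRNAs, a hypothesis found and tested on the same data.

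Mafa, P4hb and Nnat also changed in opposite directions in Ribo-seq at the 2 time points, in all 3 experiments each. Mafa changed by 0.97 (adjusted p = 3.38e-06, without the block 0.0484, over all alternatives 2.35e-07 to 0.254) in CPA1 and -1.23 (adjusted p = 1.34e-07, without the block 0.00193, over all alternatives 1.53e-11 to 0.00193) in CPA18, a tested difference of -2.20. For Nnat the changes were 0.54 (adjusted p = 0.0161, without the block 0.107, over all alternatives 0.00271 to 0.107) and -0.89 (adjusted p = 9.02e-06, without the block 0.000618, over all alternatives 1.19e-10 to 0.00173), a difference of -1.43, and for P4hb -0.60 (adjusted p = 0.00403, without the block 0.0530, over all alternatives 7.59e-05 to 0.0530) and 0.37 (adjusted p = 0.0479, without the block 0.139, over all alternatives 0.0292 to 0.991), a difference of 0.97. Over 6 other scalings, the smaller of the opposite changes stayed at 0.92 or more for Mafa and 0.48 for Nnat, and with the offset for GC content and gene length at 0.52 and 0.56. The rise of P4hb in CPA18 was about that of the median gene, and over the scalings the smallest change had the other sign (-0.019), while it stayed at 0.30 with the offset. Whether P4hb rose thus depends on the scaling, and its opposite directions may come from it. Mafa and Nnat kept their opposite directions under both tests. For Mafa the smaller change was 0.97 as deposited and 0.52 with the offset, so part of its size went with the offset. For Mafa and Nnat the time under CPA is a candidate explanation, and it remains a hypothesis.

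Lars2, which the paper does not discuss, took up to 54.8% of the counted mRNA-seq reads of a library (lowest 4.75%, median 15.1%), against at most 3.51% in Ribo-seq. Its transcript, 3905 nt long with a coding sequence that ends at position 2908, has 0 matches to the 65 annotated ribosomal RNA transcripts (reads from annotated ribosomal RNA), but the annotation does not hold every ribosomal RNA repeat. It has 18 matches of at least 50 nt and 90% identity elsewhere in the genome, on 12 chromosomes, all between transcript positions 3022 and 3419. The files give no read positions, so reads from such copies cannot be told apart. Over the 9 mRNA-seq libraries the share of Lars2 correlated with that of Tmem38b, whose transcript matches 5S ribosomal RNA (Pearson's r = 0.700, exact permutation p = 0.0114, adjusted over 2 relations 0.0227, and Spearman's rho = 0.950, p = 0.000353, adjusted 0.000705). Without the 2 libraries farthest from the median, r was 0.983. Within experiments 2 and 3 both shares ranked the libraries in the same order, and within experiment 1 they did not. With library size, r was -0.609 (exact permutation p = 0.0598, adjusted 0.0598) and rho -0.717 (exact permutation p = 0.0369, adjusted 0.0369), and r was -0.649 without the 2 farthest libraries. CPA treatment, the biological explanation in this design, gave an exact permutation p of 0.9 for CPA18 against control, where 3 libraries against 3 cannot go below 0.1. In Ribo-seq the share of Lars2 was higher in CPA18 than in control in all 3 experiments, by 1.95 percentage points (exact permutation p = 0.100, the smallest possible with 3 against 3). In mRNA-seq the share was 45.1, 53.5 and 54.8% in the control, CPA1 and CPA18 libraries of experiment 1, 7.19, 38.1 and 5.46% in experiment 2 and 15.1, 8.27 and 4.75% in experiment 3. With the experiment labels permuted within treatments, the exact p for a difference between experiments was 0.0833, where 0.0278 is the smallest possible. The correlations over 9 libraries ignore the experiment. After the mean of each experiment was removed, r was -0.0262 with Tmem38b (exact p over permutations within experiments = 0.796) and -0.181 with library size (p = 0.861). The share of Lars2 may reflect left-over ribosomal RNA or repeats, and the pattern cannot be told apart from these, from a difference between the experiments, from library size or from treatment with these libraries.

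Large mRNA-seq changes in CPA18 also appeared in genes that the paper's text does not name. Trib3, Steap1 and Cd209c rose by 5.29, 5.20 and 4.76 on the log2 scale, and Ucn3, Dio1, Nnat and Kcnk16 changed by -4.00, -3.56, -2.97 and -2.95. Each moved the same way in all 3 experiments, with adjusted p-values from 3.75e-44 to 1.05e-10, from 0.000127 to 0.0163 without the block, and from 4.17e-57 to 0.0163 over all alternatives. Cd209c and Dio1 are among the genes of Supplementary Data 1. Over the other scalings at least 88.8% of each change remained (lowest for Steap1), with the offset for GC content and gene length 96.5% (Steap1), and in the single experiment with the smallest change 67.4% (Kcnk16). The scaling, GC content and 1 experiment alone therefore leave most of each change in place, and a response of these genes to 18 h of CPA is a candidate explanation.

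In ribo ocp in CPA1, Kmt5c, Zfand2a, Atf5, Gm20594 and Cenpb rose by 3.40, 2.26, 2.08, 2.03 and 1.51, in all 3 experiments each, and the paper's text does not name them, although Supplementary Data 1 lists Atf5 and Cenpb. The adjusted p-values ran from 2.15e-05 to 0.0215 with the block, from 0.887 to 1.00 without it, and from 7.05e-12 to 1.00 over all alternatives. At least 86.2% of each increase remained over the other scalings and 85.0% with the offset for GC content and gene length (both Cenpb). For Zfand2a, 28.4% of the increase was seen in experiment 3, so its size rests on experiment 2. The transcript of Gm20594, 334 nt long, shares an identical stretch of 65 nt with mitochondrial 16S ribosomal RNA, and its reads may come from that RNA. For Kmt5c, Atf5 and Cenpb the tests left the increase unexplained, and higher ribosome occupancy in acute stress is a candidate explanation that needs the pairing by experiment to pass the threshold.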

How the results depend on the processing

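The alternatives of the first paragraphs were set before the data were examined, and those named further down as chosen after the data were seen were added later. CPA1 and CPA18 alone stand for comparisons with control. A count of genes is given here where it was more than 1.5 times, or less than the inverse of 1.5 times, the reported count, and a value without a test where it moved by more than the SD between experiments. Over all alternatives, 429 counts and values stayed within these bounds and 237 did not. Counts written with an exponent are rounded. Unless a test is named, the cause was not tested.

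The reported fits, with the experiment as a block, gave 65 for CPA1 mRNA-seq, 2421 for CPA18 mRNA-seq, 2743 for mRNA-seq of CPA18 against CPA1, 462 for CPA1 Ribo-seq, 2205 for CPA18 Ribo-seq, 1637 for Ribo-seq of CPA18 against CPA1, 6 for CPA1 ribo ocp, 33 for CPA18 ribo ocp and 5 for ribo ocp of CPA18 against CPA1. Without the experiment as a block, the genes at an adjusted p under 0.05 numbered 0 (117 at an unadjusted p under 0.05) for CPA1 mRNA-seq, 137 for CPA18 mRNA-seq, 150 for mRNA-seq of CPA18 against CPA1, 219 for CPA1 Ribo-seq, 0 (177 at an unadjusted p under 0.05) for CPA1 ribo ocp, 3 (Cdyl2, Gm20594 and Kmt5c) for CPA18 ribo ocp and 0 (95 at an unadjusted p under 0.05) for ribo ocp of CPA18 against CPA1. These fits treat the libraries as unpaired, and the pairing by experiment rests on a mean r of 0.540 in mRNA-seq and 0.145 in Ribo-seq between libraries of the same experiment, across genes.

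With each library centred on its median gene, the genes at an adjusted p under 0.05 numbered 27 for CPA1 mRNA-seq, 16 for CPA1 ribo ocp and 3 (Gm20594, Rps19 and Wdr89) for ribo ocp of CPA18 against CPA1. The rule on group means then gave 347 ribo ocp down in CPA1, 573 abundance up in CPA18, 629 abundance down in CPA18, 349 ribo ocp down in CPA18, 582 abundance up from CPA1 to CPA18 and 718 abundance down from CPA1 to CPA18. G2, G3, G5, G6, G8 and G11 then held 471, 1200, 493, 1281, 766 and 794 genes. The mean of the median log2 changes was -0.012 for CPA18 mRNA-seq (0.35 as deposited), 0.016 for mRNA-seq of CPA18 against CPA1 (0.49 as deposited), 0.0059 for CPA18 Ribo-seq (0.40 as deposited) and 0.00065 for Ribo-seq of CPA18 against CPA1 (0.33 as deposited). Centring sets the median change near 0 by construction, so the last of these values show only the size of the shift that was removed. With Ins1 and Ins2 left out of the library totals, the rule on group means gave 395 ribo ocp down from CPA1 to CPA18. The mean of the median log2 changes was 0.18 for CPA18 Ribo-seq (0.40 as deposited) and 0.14 for Ribo-seq of CPA18 against CPA1 (0.33 as deposited).

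The split into increases and decreases moved by over 10 percentage points with the scaling. As deposited, the genes up and down numbered 35 and 30 for CPA1 mRNA-seq, 1874 and 547 for CPA18 mRNA-seq, 2343 and 400 for mRNA-seq of CPA18 against CPA1, 260 and 202 for CPA1 Ribo-seq, 1772 and 433 for CPA18 Ribo-seq, 1262 and 375 for Ribo-seq of CPA18 against CPA1, 6 and 0 for CPA1 ribo ocp, 32 and 1 for CPA18 ribo ocp and 4 and 1 for ribo ocp of CPA18 against CPA1. With Ins1 and Ins2 left out of the library totals they were 35 and 48 for CPA1 mRNA-seq, 1200 and 726 for CPA18 mRNA-seq, 1137 and 624 for CPA18 Ribo-seq and 815 and 543 for Ribo-seq of CPA18 against CPA1. With each library centred on its median gene they were 27 and 0 for CPA1 mRNA-seq, 960 and 1200 for CPA18 mRNA-seq, 1030 and 1090 for mRNA-seq of CPA18 against CPA1, 235 and 280 for CPA1 Ribo-seq, 775 and 869 for CPA18 Ribo-seq, 607 and 704 for Ribo-seq of CPA18 against CPA1, 7 and 9 for CPA1 ribo ocp, 25 and 4 for CPA18 ribo ocp and 3 and 0 for ribo ocp of CPA18 against CPA1. By the rule on group means, with Ins1 and Ins2 left out of the library totals the genes up and down were 935 and 440 for abundance in CPA18, 1116 and 473 for abundance from CPA1 to CPA18 and 365 and 395 for ribo ocp from CPA1 to CPA18; with each library centred on its median gene the genes up and down were 175 and 46 for abundance in CPA1, 583 and 347 for ribo ocp in CPA1, 573 and 629 for abundance in CPA18, 693 and 349 for ribo ocp in CPA18 and 582 and 718 for abundance from CPA1 to CPA18.

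Among genes with a mean RPKM of at least 5, the genes at an adjusted p under 0.05 numbered 12 for CPA1 ribo ocp and 20 for CPA18 ribo ocp. The rule on group means then gave 83 abundance up in CPA1, 21 abundance down in CPA1, 218 ribo ocp up in CPA1, 93 ribo ocp down in CPA1, 1.6e2 abundance down in CPA18, 263 ribo ocp up in CPA18, 85 ribo ocp down in CPA18, 156 abundance down from CPA1 to CPA18, 142 ribo ocp up from CPA1 to CPA18 and 96 ribo ocp down from CPA1 to CPA18. G1, G2, G4, G5, G6, G7, G8, G9, G11 and G12 then held 132, 93, 82, 656, 199, 86, 641, 172, 155 and 70 genes. Without a filter on low counts, the genes at an adjusted p under 0.05 numbered 163 for CPA1 mRNA-seq, 35 for CPA1 ribo ocp, 1.2e2 for CPA18 ribo ocp and 10 for ribo ocp of CPA18 against CPA1. The rule on group means then gave 339 abundance up in CPA1, 244 abundance down in CPA1, 2181 ribo ocp up in CPA1, 768 ribo ocp down in CPA1, 599 abundance down in CPA18, 2244 ribo ocp up in CPA18, 872 ribo ocp down in CPA18, 613 abundance down from CPA1 to CPA18, 1401 ribo ocp up from CPA1 to CPA18 and 1218 ribo ocp down from CPA1 to CPA18. G1, G2, G4, G5, G6, G7, G8, G9, G10, G11 and G12 then held 873, 1095, 1225, 2629, 1243, 1002, 2589, 823, 1141, 1056 and 422 genes. With each transcript taken as a feature, the rule on group means gave 144 abundance down in CPA1, 1212 ribo ocp up in CPA1, 444 ribo ocp down in CPA1, 348 ribo ocp down in CPA18, 884 ribo ocp up from CPA1 to CPA18 and 478 ribo ocp down from CPA1 to CPA18. G1, G5, G7, G8, G10, G11 and G12 then held 516, 1934, 717, 2005, 1102, 792 and 252 genes. When the thresholds had to be met in each of the 3 experiments, the rule on group means gave 4 (Egr1, Fos, Hmgcs1 and Jun) abundance up in CPA1, 0 abundance down in CPA1, 105 ribo ocp up in CPA1, 25 ribo ocp down in CPA1, 175 abundance up in CPA18, 33 abundance down in CPA18, 129 ribo ocp up in CPA18, 22 ribo ocp down in CPA18, 152 abundance up from CPA1 to CPA18, 36 abundance down from CPA1 to CPA18, 60 ribo ocp up from CPA1 to CPA18 and 19 ribo ocp down from CPA1 to CPA18. G1, G2, G3, G4, G5, G6, G7, G8, G9, G10, G11 and G12 then held 31, 34, 133, 12, 84, 22, 11, 94, 2 (Lsm4 and Rpl19), 1 (Mfn1), 48 and 2 (Bhlhe40 and Ube2b) genes. The genes behind counts of 5 or fewer were named after their values were seen. With only the 2 treatments compared in the fit, the genes at an adjusted p under 0.05 numbered 9 for ribo ocp of CPA18 against CPA1.

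With limma on log2(RPKM + 0.5), the genes at an adjusted p under 0.05 numbered 21 for CPA1 mRNA-seq, 234 for CPA1 Ribo-seq, 1 (Atf5) for CPA1 ribo ocp, 16 for CPA18 ribo ocp and 0 (494 at an unadjusted p under 0.05) for ribo ocp of CPA18 against CPA1. With limma on log2(RPKM + 0.1), the genes at an adjusted p under 0.05 numbered 19 for CPA1 mRNA-seq, 230 for CPA1 Ribo-seq, 1 (Atf5) for CPA1 ribo ocp, 18 for CPA18 ribo ocp and 0 (482 at an unadjusted p under 0.05) for ribo ocp of CPA18 against CPA1. With limma on log2(RPKM + 1), the genes at an adjusted p under 0.05 numbered 23 for CPA1 mRNA-seq, 225 for CPA1 Ribo-seq, 1 (Atf5) for CPA1 ribo ocp, 15 for CPA18 ribo ocp and 0 (510 at an unadjusted p under 0.05) for ribo ocp of CPA18 against CPA1. With limma on the log2 ratio of the assays within each experiment, the genes at an adjusted p under 0.05 numbered 0 (410 at an unadjusted p under 0.05) for CPA1 ribo ocp, 1 (Kmt5c) for CPA18 ribo ocp and 0 (434 at an unadjusted p under 0.05) for ribo ocp of CPA18 against CPA1.

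With each experiment left out in turn, the genes at an adjusted p under 0.05 numbered from 17 to 139 for CPA1 mRNA-seq, from 917 to 2300 for CPA18 mRNA-seq, from 1311 to 2544 for mRNA-seq of CPA18 against CPA1, from 228 to 315 for CPA1 Ribo-seq, from 1364 to 1606 for CPA18 Ribo-seq, from 1068 to 1178 for Ribo-seq of CPA18 against CPA1, from 4 to 57 for CPA1 ribo ocp, from 9 to 41 for CPA18 ribo ocp and from 1 to 9 for ribo ocp of CPA18 against CPA1. By the rule on group means the 3 fits gave from 59 to 179 for abundance down in CPA1, from 169 to 521 for ribo ocp down in CPA1, from 660 to 1506 for ribo ocp up in CPA18, from 188 to 380 for ribo ocp down in CPA18, from 516 to 892 for ribo ocp up from CPA1 to CPA18 and from 290 to 493 for ribo ocp down from CPA1 to CPA18, and from 239 to 553 for G1, from 256 to 392 for G2, from 1411 to 2544 for G3, from 119 to 494 for G4, from 854 to 2422 for G5, from 212 to 710 for G7, from 978 to 2074 for G8, from 339 to 682 for G9, from 454 to 998 for G10, from 386 to 895 for G11 and from 98 to 348 for G12.

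Chosen after the data were seen were edgeR's TMM normalization, DESeq2, the offset for GC content and length, the controls of experiments 1 and 3, library totals without Lars2, the insulin share of summed RPKM and of counts without Lars2, the median change as a ratio of group means, limma for the gene sets, and leaving out each experiment for the insulin share and the gene sets. With edgeR's TMM normalization, the genes at an adjusted p under 0.05 numbered 28 for CPA1 mRNA-seq, 20 for CPA1 ribo ocp and 3 (Gm20594, Rps19 and Wdr89) for ribo ocp of CPA18 against CPA1. With DESeq2 and its size factors, the genes at an adjusted p under 0.05 numbered 33 for CPA1 mRNA-seq, 1619 for mRNA-seq of CPA18 against CPA1, 248 for CPA1 Ribo-seq, 1017 for CPA18 Ribo-seq, 870 for Ribo-seq of CPA18 against CPA1, 29 for CPA1 ribo ocp and 15 for ribo ocp of CPA18 against CPA1. Taking the control mRNA-seq of experiments 1 and 3 alone, the genes at an adjusted p under 0.05 numbered 17 for CPA1 mRNA-seq, 1374 for CPA18 mRNA-seq and 10 for ribo ocp of CPA18 against CPA1. G1 then held 476 genes. With these controls and the transcript of highest mean RPKM for each gene, the rule on group means gave 97 abundance down in CPA1. G1 and G12 then held 517 and 2.1e2 genes. With Lars2 left out of the library totals, the genes at an adjusted p under 0.05 numbered 32 for CPA1 mRNA-seq, 28 for CPA1 ribo ocp and 20 for ribo ocp of CPA18 against CPA1. The rule on group means then gave 232 abundance up in CPA1, 31 abundance down in CPA1 and 850 ribo ocp up from CPA1 to CPA18. G1, G2, G5, G8, G9, G10 and G11 then held 596, 465, 470, 611, 893, 473 and 925 genes. With Ins1, Ins2 and Lars2 left out of the totals, the genes at an adjusted p under 0.05 numbered 28 for CPA1 mRNA-seq, 30 for CPA1 ribo ocp and 20 for ribo ocp of CPA18 against CPA1. The rule on group means then gave 217 abundance up in CPA1, 31 abundance down in CPA1, 338 ribo ocp down in CPA1, 885 abundance up in CPA18, 752 abundance up from CPA1 to CPA18 and 552 abundance down from CPA1 to CPA18. G2, G3, G5, G6, G8, G9, G10 and G11 then held 581, 1440, 377, 1160, 603, 899, 461 and 961 genes. The mean of the median log2 changes was 0.071 for mRNA-seq of CPA18 against CPA1 (0.49 as deposited), 0.21 for CPA18 Ribo-seq (0.40 as deposited) and 0.15 for Ribo-seq of CPA18 against CPA1 (0.33 as deposited). As a share of the summed RPKM, the insulin genes took 36.4% in control mRNA-seq, 33.2% in CPA1 mRNA-seq, 11.1% in CPA18 mRNA-seq, 42.6% in control Ribo-seq, 39.8% in CPA1 Ribo-seq and 16.4% in CPA18 Ribo-seq.

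With an offset for GC content and transcript length in the fit with the block, the genes at an adjusted p under 0.05 numbered 25 for CPA1 mRNA-seq and 0 (450 at an unadjusted p under 0.05) for ribo ocp of CPA18 against CPA1. With the same offset in the fit without the block, the genes at an adjusted p under 0.05 numbered 5 (Btg2, Chac1, Fosb, Ier2 and Junb) for CPA1 mRNA-seq, 611 for CPA18 mRNA-seq, 808 for mRNA-seq of CPA18 against CPA1, 265 for CPA1 Ribo-seq, 0 (283 at an unadjusted p under 0.05) for CPA1 ribo ocp, 2 (Kmt5c and Nnat) for CPA18 ribo ocp and 0 (200 at an unadjusted p under 0.05) for ribo ocp of CPA18 against CPA1. The offset was made for 98.6% of the genes.

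For these added scalings, the genes up and down were as follows where the split moved by over 10 percentage points. With edgeR's TMM normalization they numbered 28 and 0 for CPA1 mRNA-seq, 1129 and 1110 for CPA18 mRNA-seq, 1058 and 1092 for mRNA-seq of CPA18 against CPA1, 824 and 848 for CPA18 Ribo-seq, 607 and 714 for Ribo-seq of CPA18 against CPA1, 7 and 13 for CPA1 ribo ocp, 19 and 3 for CPA18 ribo ocp and 3 and 0 for ribo ocp of CPA18 against CPA1. With DESeq2 and its size factors they numbered 31 and 2 for CPA1 mRNA-seq, 760 and 956 for CPA18 mRNA-seq, 799 and 820 for mRNA-seq of CPA18 against CPA1, 458 and 559 for CPA18 Ribo-seq, 409 and 461 for Ribo-seq of CPA18 against CPA1, 9 and 20 for CPA1 ribo ocp, 24 and 8 for CPA18 ribo ocp and 14 and 1 for ribo ocp of CPA18 against CPA1. With Lars2 left out of the library totals they numbered 32 and 0 for CPA1 mRNA-seq, 6 and 22 for CPA1 ribo ocp, 20 and 3 for CPA18 ribo ocp and 20 and 0 for ribo ocp of CPA18 against CPA1. With Ins1, Ins2 and Lars2 left out of the totals they numbered 28 and 0 for CPA1 mRNA-seq, 1467 and 862 for CPA18 mRNA-seq, 1221 and 919 for mRNA-seq of CPA18 against CPA1, 1213 and 594 for CPA18 Ribo-seq, 838 and 526 for Ribo-seq of CPA18 against CPA1, 7 and 23 for CPA1 ribo ocp and 20 and 0 for ribo ocp of CPA18 against CPA1. By the rule on group means, with Lars2 left out of the library totals the numbers up and down were 232 and 31 for abundance in CPA1, 658 and 320 for ribo ocp in CPA1 and 850 and 180 for ribo ocp from CPA1 to CPA18; with Ins1, Ins2 and Lars2 left out of the totals the numbers up and down were 217 and 31 for abundance in CPA1, 638 and 338 for ribo ocp in CPA1, 885 and 427 for abundance in CPA18 and 752 and 552 for abundance from CPA1 to CPA18.

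Of the 83 results for single genes, 36 kept their direction and their side of the threshold under every alternative run, and 82 kept their direction. The exception was P4hb in Ribo-seq from control to CPA18, at 0.37 as deposited and -0.019 with median centring, -0.0041 with TMM normalization and -0.0057 with DESeq2. These scalings move all genes of a library alike, and the median gene rose by 0.42, so the loss shows only that P4hb rose about as much as the median gene. Counted over results and alternatives, 1489 were the same, 148 weaker and 14 stronger. Without the block 43 of the results were weaker, against 23 without the block and with the offset. With experiments 3, 1 and 2 left out in turn, 12, 10 and 8 were weaker, and 8 with control mRNA-seq from experiments 1 and 3. The stronger ones were Atf4 and Ddit3 in ribo ocp and Ppp1r15a in mRNA-seq, all from control to CPA1. Among genes with a mean RPKM of at least 5, 15 of the results have no value, because those genes have lower means.

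Of the 90 pairs of a gene set and a comparison, 51 had an adjusted p under 0.05 with the block, 49 without it, 31 with roast, a rotation test of each set by itself, and 52 with limma on log2(RPKM + 0.5). Of the 22 set results in the text, 11 were the same under every alternative run. Over these results and their alternatives, 162 were the same, 12 weaker and 2 reversed. Both reversals came with roast and neither passed the threshold with camera or roast. They were the UPR genes in mRNA-seq in CPA1, at an adjusted p of 0.946 (range over the alternatives 0.128 to 0.946, change relative to all genes -0.0011, below the median gene in all 3 experiments for 7 of 48 genes and above it for 8), and the cell cycle genes in mRNA-seq in CPA18, at 0.640 (range 0.264 to 0.640, change -0.21, below the median gene in all 3 experiments for 30 of 75 genes and above it for 18). Roast does not compare a set with the other genes, so a shift of the median gene enters its result.

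Total counts went down to 168129 in CPA18 Ribo-seq, and the reported fits did not test genes without reads in 1 of the 18 libraries. The alternative without a filter on low counts tested 17207 genes. In the data simulated with the spread of these libraries, edgeR with the block recovered 24.0% of the genes changed by a log2 value of 1 in mRNA-seq and 46.5% in Ribo-seq, and 63.5% of those changed by 2 in ribo ocp. Smaller changes in ribo ocp and other depths were not simulated, nor were biases that act on many genes of a single library, so recovery in the real libraries may be different.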

Differences from the paper's values

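A gap is called closed here where the value under an alternative lay within 1.5 times the paper's value. A closed gap can thus still be large, and closing does not show that the alternative explains the difference. From control to CPA1, 63 genes were down in abundance by the rule on group means, against the paper's 108. The gap closed with the transcript of highest mean RPKM for each gene (76), each transcript as a feature (144), Ins1 and Ins2 left out of the library totals (86), experiment 2 left out (102) and the mean of the log2 ratios within experiments (75), and with none of the other alternatives set before the data were examined. It also closed with control mRNA-seq from experiments 1 and 3 (88) and these controls together with the transcript of highest mean RPKM (97), chosen after seeing the values.

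Group G7 held 476 genes here and the paper's G7 246. For this group the gap closed with experiment 1 left out (212), and with none of the other alternatives set before the data were examined. For G8 the numbers were 1293 here and the paper's 847. This gap was closed with genes with a mean RPKM of at least 5 (641), each library centred on its median gene (766), experiment 2 left out (978) and the mean of the log2 ratios within experiments (1224), and with none of the other alternatives set before the data were examined. It also closed with control mRNA-seq from experiments 1 and 3 (1222), these controls together with the transcript of highest mean RPKM (1264), library totals without Lars2 (611) and library totals without Ins1, Ins2 and Lars2 (603), chosen after seeing the values. The counts of 1222, 1224 and 1264 stayed near the 1293 found here and far above 847, so these alternatives account for little of the gap.

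In G1 there were 309 genes, against the paper's value of about 100 in Fig. 3, read by eye. It was closed for G1 with genes with a mean RPKM of at least 5 (132), and with none of the other alternatives set before the data were examined. G2 held 221 genes, against the paper's value of about 45 in Fig. 3, read by eye. This closed with the thresholds met in each of the 3 experiments (34), and with none of the other alternatives set before the data were examined. There were, in G4, 354 genes, against the paper's value of about 16 in Fig. 3, read by eye. For G4 it closed with the thresholds met in each of the 3 experiments (12), and with none of the other alternatives set before the data were examined. The number in G5 was 1220, against the paper's value of about 140 in Fig. 3, read by eye. None of the alternatives set before the data were examined closed this gap. G12 comprised 126 genes, against the paper's value of about 30 in Fig. 3, read by eye. None of the alternatives set before the data were examined closed this gap.

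Between CPA1 and CPA18, 5 of the genes of protein processing in the ER were ribo ocp-up, against the paper's 10. The difference closed with the transcript of highest mean RPKM for each gene (8), each transcript as a feature (11), experiment 1 left out (9) and experiment 2 left out (9), and with none of the other alternatives set before the data were examined. It also closed with these controls together with the transcript of highest mean RPKM (8) and library totals without Lars2 (8), chosen after seeing the values. The list used here was written from general knowledge of the pathway and is not the paper's.

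Ins1 and Ins2 took 15.0% of the counted mRNA-seq reads in control. The paper's text remarks that about 50% of β-cell mRNA maps to Ins genes, a general statement that need not refer to these libraries or to reads. No alternative for this share was set before the data were examined. The share of the summed RPKM, at 36.4%, is within 1.5 times the paper's value and was chosen after seeing the values. The share of the counts without Lars2, also chosen after seeing them, was 18.4% and does not reach it.

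Some statements also differ, in direction or in whether a change passed the threshold here. The paper states that total ribo ocp was lower in CPA18 than in control, and here the mean over experiments of the median log2 change was 0.072, with 0.53, -0.089 and -0.23 in experiments 1, 2 and 3. With Ins1, Ins2 and Lars2 left out of the library totals, the medians were 0.20, 0.00043 and 0.047. With Lars2 alone left out they were 0.29, -0.051 and -0.028. Both scalings were chosen after seeing the values. With Ins1 and Ins2 left out, set before the data were examined, they were 0.38, -0.064 and -0.20. The paper's methods take ribo ocp from group means instead of single experiments. Taken that way, the median log2 change was 0.11, and 0.071 with control mRNA-seq from experiments 1 and 3. Neither value, both chosen after seeing the values, is a decrease. The paper lists DNA replication among the pathways whose mRNAs decreased, from a figure that covers both transcriptomes and translatomes. Here those genes changed in mRNA-seq by 0.14 relative to all genes in CPA18 and by 0.12 in CPA1. Neither mRNA-seq change passed the threshold. Their ribo ocp fell in CPA18 (change -0.57), the direction the paper gives, so the difference concerns mRNA-seq alone. The paper reports increases in ribo ocp of Atf4, Chop and Gadd34 after 1 h and in the mRNA of Gadd34. These genes rose in ribo ocp in all 3 experiments here, the direction the paper gives. Adjusted over all genes, their p-values from edgeR were 0.0622, 0.463 and 0.195, and the mRNA of Gadd34 changed by 0.83 with 0.163 (0.00292 to 1.00, 0.0244 to 1.00, 0.0639 to 1.00 and 0.00307 to 1.00 over the alternatives). Adjusted over the UPR list alone, 3 of its 48 genes passed as increased in ribo ocp, without a record here of which. Among the alternatives set before the data were examined, Atf4 passed in ribo ocp with a mean RPKM of at least 5, without a filter on low counts and with median centring, Ddit3 (Chop) without a filter on low counts, and Gadd34 in mRNA-seq with median centring. Atf4 in ribo ocp and Gadd34 in mRNA-seq also passed with TMM normalization, DESeq2 and library totals without Lars2 or without Ins1, Ins2 and Lars2, and Atf4 with the offset for GC content and length in the fit with the block, all chosen after seeing the values. Gadd34 did not pass in ribo ocp under any of these alternatives, all with p adjusted over all genes.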

Other observations

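All tests of this part were chosen only after the result was seen, except that on GC content in the fit without the block, which was chosen after the data were seen but before its own value.

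To see how often other splits of the same libraries give as many genes, the 2 labels of a comparison were swapped within 1 experiment at a time, which gives 4 splits with the real one. Each of these splits parts the same-numbered libraries, and splits that leave both libraries of an experiment on one side were not compared. For mRNA-seq in CPA1, 2 of the 4 splits gave as many genes as the real one, since swapping the labels of experiments 1, 2 and 3 gave 0 (201 at an unadjusted p under 0.05), 2 (340 at an unadjusted p under 0.05) and 149 (526 at an unadjusted p under 0.05) genes against 65. The number of changed genes in CPA1 mRNA-seq cannot be told apart from a difference between experiment 3 and the other experiments. The median gene changed by -0.28, -0.32 and 0.13 in experiments 1, 2 and 3. This concerns the number of genes and not single genes such as Atf4, which rose in all 3 experiments. For ribo ocp in CPA1, 1 of the 4 splits, the real one, gave as many, and the swaps gave 0 (228 at an unadjusted p under 0.05), 1 (256 at an unadjusted p under 0.05) and 0 (519 at an unadjusted p under 0.05) against 6. In the other 7 comparisons, 1 of 4 splits, the real one, gave as many genes, and every swap gave 0 against 5 to 2743, with 17 to 580 genes at an unadjusted p under 0.05. With 4 splits the share cannot fall below 0.25 whatever the data, so for none of the 9 comparisons can this count decide between the treatment and a random split, and the patterns cannot be told apart from one by it.

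Supplementary Data 1 holds other mRNA-seq ratios to control than the means of all 3 experiments give. Among genes with 1 tested transcript, 100% of the CPA1 ratios matched the mean of control experiments 1 and 3, as they would if the control mRNA-seq of experiment 2 was left out of the control mean. Of the Ribo-seq ratios of the same genes, 100% matched the mean of all 3 experiments. RPM and RPKM give the same ratio for 1 transcript, so a difference between these units cannot make the mismatch in these genes. Their mRNA-seq ratios of CPA18 to CPA1, which use no control, also matched in 100%. For the 1366 genes with 1 tested transcript, these values argue against a difference in the unit of the files. For the 606 genes with several tested transcripts, the ratio of 1 of the transcripts matched in 606 and the ratio of their sum in 24. No biological explanation was tested.

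More genes increased than decreased in mRNA-seq in CPA18, with 77.4% of the changed genes up. With Ins1 and Ins2 left out of the library totals the share was 62.3%, and with Lars2 left out 79.5%. The fall in the share of insulin reads may thus account for part of the excess, and the reads on Lars2 do not account for it. A general rise in mRNA, the biological alternative, cannot be tested without a standard added to the cells.

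Far fewer genes passed in CPA18 mRNA-seq without the block (137 against 2421). With an offset for GC content and length, 611 genes passed without the block. Across genes, each library's deviation from the mRNA-seq mean correlated with GC content at Spearman's rho -0.53, 0.10 and 0.57 in control experiments 1, 2 and 3. With length, rho in control, CPA1 and CPA18 was 0.53, 0.52 and 0.17 in experiment 1, -0.12, 0.21 and -0.43 in experiment 2 and -0.38, -0.44 and -0.41 in experiment 3. A block cannot remove a bias that differs within an experiment. A difference in GC content or length bias between the mRNA-seq libraries may explain part of the drop in the number of genes. The spread between experiments was not measured with and without the offset, so the part of it that remains is not known. No biological explanation was tested.

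The median ribo ocp change in CPA1 had a mean of 0.18 over the experiments. With Lars2 left out of the library totals it was -0.048, so the positive shift may come from the share of mRNA-seq reads on Lars2 and gives no direction for ribo ocp over all genes.

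The proteasome genes changed in CPA18 mRNA-seq by 0.29 relative to all genes (adjusted p = 0.00313, without the block 0.0150, range over the alternatives 0.000843 to 0.0978), with 20 of 39 genes above the median gene in all 3 experiments and 3 below it, against 30.1% and 29.7% of all genes. The offset for GC content and gene length left a change of 0.084 with an adjusted p of 0.0978, so the shift relative to all genes may in part be a GC or length bias of the libraries. The time under CPA, the biological explanation of the design, cannot be told apart from it.

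The mRNA-seq changes of 4 genes named in figure panels were not given above. From control to CPA18, mRNA-seq changed by -1.56 (standard error 0.27, adjusted p = 3.10e-07, without the block 0.165) for Pcsk2, -1.53 (standard error 0.25, adjusted p = 4.84e-08, without the block 0.0988) for Ero1b, 1.01 (standard error 0.27, adjusted p = 0.00146, without the block 0.367) for P4hb and 2.14 (standard error 0.27, adjusted p = 1.66e-12, without the block 0.0729) for Sqstm1. Pcsk2 and Ero1b fell and P4hb and Sqstm1 rose in all 3 experiments. The mRNA-seq change of P4hb had an adjusted p of 0.0518 with control mRNA-seq from experiments 1 and 3, and its adjusted p ranged from 6.87e-05 to 0.367 over the alternatives.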
